# Transcriptional analysis of *Ceratopteris richardii* young sporophyte reveals conservation of stem cell factors in the root apical meristem

**DOI:** 10.3389/fpls.2022.924660

**Published:** 2022-08-11

**Authors:** Alejandro Aragón-Raygoza, Luis Herrera-Estrella, Alfredo Cruz-Ramírez

**Keywords:** *Ceratopteris richardii*, root development, gene expression, gene evolution, transcriptome, ground tissue, root cap

## Abstract

Gene expression in roots has been assessed in different plant species in studies ranging from complete organs to specific cell layers, and more recently at the single cell level. While certain genes or functional categories are expressed in the root of all or most plant species, lineage-specific genes have also been discovered. An increasing amount of transcriptomic data is available for angiosperms, while a limited amount of data is available for ferns, and few studies have focused on fern roots. Here, we present a *de novo* transcriptome assembly from three different parts of the *Ceratopteris richardii* young sporophyte. Differential gene expression analysis of the root tip transcriptional program showed an enrichment of functional categories related to histogenesis and cell division, indicating an active apical meristem. Analysis of a diverse set of orthologous genes revealed conserved expression in the root meristem, suggesting a preserved role for different developmental roles in this tissue, including stem cell maintenance. The reconstruction of evolutionary trajectories for ground tissue specification genes suggests a high degree of conservation in vascular plants, but not for genes involved in root cap development, showing that certain genes are absent in Ceratopteris or have intricate evolutionary paths difficult to track. Overall, our results suggest different processes of conservation and divergence of genes involved in root development.

## Introduction

The appearance of roots during plant evolution was a cornerstone event that shaped current ecosystems. The importance of this organ relies on its diverse and important functions for plant survival, such as providing mechanical anchorage, nutrient and water uptake, and interaction with soil microorganisms, among others. As a complex organ, the root represents a major trait that played a crucial role in the adaptation of plants to dynamically changing environments and led vascular plants to become the dominant vegetation in our planet (Friedman et al., 2004; Pires and Dolan, 2012).

Root morphology has been comprehensively analyzed in different plant lineages (Heimsch and Seago, 2008; Seago and Fernando, 2013). Previous studies showed that the roots of all vascular plants are composed of similar structures and layers: a stem cell niche, vascular tissue (pericycle, phloem and xylem), ground tissue (cortex and endodermis), an epidermis, and a root cap (Bennett and Scheres, 2010; Kumpf and Nowack, 2015). However, root developmental programs have only been characterized in detail in *Arabidopsis thaliana*. The Arabidopsis root has been studied from an initial morphological description and characterization of genes involved in root patterning, to complex gene expression analysis that unraveled the transcriptional landscapes of individual cell layers (Dolan et al., 1993; Scheres et al., 1994; Birnbaum et al., 2003; Brady et al., 2007; Denyer et al., 2019; Jean-Baptiste et al., 2019; Ryu et al., 2019; Shulse et al., 2019; Zhang et al., 2019; Wendrich et al., 2020). However, there is still a considerable gap between the knowledge on Arabidopsis root development, that on the evolution of the root transcriptional program and the molecular regulation of root growth in other lineages, such as lycophytes, ferns, and gymnosperms (Augstein and Carlsbecker, 2018; Motte et al., 2020).

Few studies have focused on analyzing how genes and their expression patterns are conserved among the roots of different plant lineages. Root transcriptomics, under the premise of plant diversity, would allow understanding the transcriptional landscape of this organ in a phylogenetic context (Huang and Schiefelbein, 2015; Ferrari et al., 2020; Kajala et al., 2021). Comparative transcriptomic analyses revealed that the expression of the Arabidopsis root core genes is generally conserved in the different root developmental zones of diverse plant species, including angiosperms and lycophytes (Huang and Schiefelbein, 2015). Also, most genes shared among root transcriptomes, predates the appearance of this organ in vascular plants, suggesting that little genetic novelty was necessary during the evolution of roots (Ferrari et al., 2020).

Ferns were the last lineage of vascular plants to be considered for genome sequencing due to their high chromosome number and large genome size (Barker and Wolf, 2010; Wolf et al., 2015; Sessa and Der, 2016). To date, the genome of only four different fern species is available, *Alsophila spinulosa*, *Azolla filiculoides* (Azolla), *Ceratopteris richardii* (Ceratopteris), and *Salvinia cucullata* (Li et al., 2018; Marchant et al., 2019; Huang et al., 2022). While genomes from other ferns species will be available in the near future (Kinosian and Wolf, 2022).

*Ceratopteris richardii* is the only fern species from of the order Polypodiales, the major fern lineage, to have a complete sequenced genome and where genetic transformation has been established (Plackett et al., 2014; Bui et al., 2015; Marchant, 2019; Marchant et al., 2019). Its development from spores to whole fertile sporophytes has been recently characterized, including the root system structure and development during different stages of the sporophyte (Hou and Hill, 2002, 2004; Conway and Di Stilio, 2019; Aragón-Raygoza et al., 2020). This opens the possibility to use Ceratopteris as fern model organism for root developmental analysis using novel genetic and molecular tools. Several gene expression analyses have been performed in Ceratopteris to understand spore germination, gametophyte development, sexual determination, and leaf development (Salmi et al., 2005; Cao et al., 2010; Bushart et al., 2013; Bui et al., 2017; Atallah et al., 2018; Geng et al., 2021). In the case of root development, some Ceratopteris transcriptomes have included this organ in their datasets while not exploring the full potential of the generated data or lacking replicates to perform differential expression analyses (Yu et al., 2020; Geng et al., 2021).

Here, we report a robust *de novo* transcriptome assembly from three different parts of *C. richardii* young sporophyte. While we focused on the root tip, the differential expression analysis showed that the root meristem is enriched in gene ontology categories related to organ development and the mitotic cell cycle. Also, we detected the expression of certain gene families specifically in the root tip compared to the other tissues. We also report that the gene circuit implicated in the cortex-endodermis specification of Arabidopsis is also present in Ceratopteris while all the members are expressed in the root tip. In summary, our transcriptional approach represents a valuable resource to explore the conservation of genes that are key regulators during developmental processes in the root but also in the shoot.

## Materials and methods

### Plant material and growth

*Ceratopteris richardii* cultivar Hn-n spores were cultured as described in Aragón-Raygoza et al. (2020). Young sporophytes from 15 days after fertilization (daf) were sub-culture in CFM (C-Fern Medium) plus 2% sucrose, 0.5 g/L MES, 200 mg/L CaCl_2_, 200 mg/L MgSO_4_·7H_2_O, pH 6.0, and 0.4% Gellan Gum. Plants were grown vertically at 25°C with a photoperiod of 16/8 h light/dark until the third stem-borne root emerged. Ceratopteris sporophytes were dissected into three different fractions: leaves and stem (shoot, SH), roots without the tip (DT), and root tip (RT). From the shoots, we were careful to remove any possible stem-borne root tissue; this sample only comprises young and rounded leaves with the main stem. To dissect the root tip, we cut below the visible strands of vascular tissue. Tissues were frozen in liquid nitrogen right after the plant dissection. For RNA isolation we used the shoots from 10 plants, 100 roots without their tip, and 250 root tips. The samples were stored at −80°C until processed.

### RNA isolation and quality assessment

Plant organs were grounded in the presence of liquid nitrogen to a fine powder. Samples were transferred to PureLink® Plant RNA Reagent and mixed by inversion until no visible clumps of tissue were observed. We followed the recommended method from the manufacturer, except for the overnight incubation of the aqueous phase with isopropyl alcohol at 4°C. Samples were resuspended in 50 μl of DEPC-treated water. RNA quantification was carried out using a NanoDrop 2000 Spectrophotometer. RNA quality was assessed by electrophoresis with a 1% agarose gel dissolved in 1X TAE buffer (DEPC-treated). After, the samples were treated with DNAse I to eliminate DNA contamination in the following procedures.

### Library construction and sequencing

Three independent biological replicates per plant fragment were used to construct the libraries and then sequenced. The RNA integrity of each sample was evaluated with a BioAnalyzer 2100 device. Samples were processed to generate sequencing libraries using the TruSeq RNA Prep Kit V2. The libraries were sequenced using the Illumina NextSeq 500 system to generate 150 bp paired-end reads. We obtained an average of 32 million paired end reads per sample. All these procedures were carried out at the Laboratorio de Servicios Genómicos (LABSERGEN) from the Advanced Genomics Unit (LANGEBIO).

### Data assessment and processing

We assessed the quality of the raw sequencing data with FastQC v.0.11.2 (Andrews, 2010). Sequencing data were then processed using Trimmomatic v0.32 to discard unpaired reads, reads with a size <60 bp, reads with a quality <20, and to remove the adapters (Bolger et al., 2014).

### *De novo* transcriptome assembly

Sequencing data from all libraries were used to generate a complete *de novo* transcriptome from *C. richardii* young sporophyte. The transcriptome was assembled with Trinity v2.4.0 in the default setting without reads normalization (Grabherr et al., 2011; Haas et al., 2013). After the transcriptome was obtained, we analyzed the basic stats using Perl scripts from the Trinity package and quantified the read usage with Bowtie2 v2.3.4.2 (Langmead and Salzberg, 2012). We assessed the transcriptome completeness by using BUSCO v3 databases for plants: Embryophyta *odb9*; Embryophyta *odb10*; and Viridiplantae *odb10* (Seppey et al., 2019). Also, we integrated two different approaches to cluster the transcriptome sequences: (1) sequence similarity with CD-HIT v4.6with a sequence identity of 95%; (2) read usage with Compacta v.1.01 with default settings (Fu et al., 2012; Razo-Mendivil et al., 2020). The output was established as the final version of the transcriptome.

### Transcriptome annotation

First, we determined the different coding sequences of the transcriptome using Transdecoder v.5.3.0.^1^ Then, we searched sequence similarity using NCBI BLAST+ v.2.1.31 against different databases: Viridiplantae reviewed sequences from SwissProt; *A. thaliana* reference proteome from Uniprot; *A. thaliana* proteome Araport11 from Phytozome; *A. filiculoides* and *S. cucullata* from FernBase (Camacho et al., 2009). We also used SignalP v4.1, tmhmm v.2.0, RNAmmer v1.2, and tRNAscan-SE v2.0 (Krogh et al., 2001; Lagesen et al., 2007; Nielsen, 2010; Chan and Lowe, 2019). All the generated outputs were put together with Trinotate v.3.2.1 in a single file for later purposes (Bryant et al., 2017).

### Differential gene expression analysis

The transcript abundance from each sample was quantified with kallisto v.0.44.0 from processed reads against the final version of Ceratopteris transcriptome (Bray et al., 2016). We exported each dataset with the R package tximport to facilitate data usage (Soneson et al., 2016). We took the raw read counts for each sample for data processing and normalization with the R package edgeR v.3.32.1 (Robinson et al., 2009; McCarthy et al., 2012). We removed genes with low read counts across all samples by using filterByExpr() function and normalized read counts according to the effective library size for each sample. Then, we performed the gene expression analysis with the R package limma v.3.46.0 while using the voom function along with other functions to calculate differential gene expression between the different tissues and contrasts, such as lmfit, contrasts.fit, and ebayes (Law et al., 2014, 2018; Ritchie et al., 2015). Plots were generated using the R packages ggplot2, pheatmap, UpSetR, and viridis (Conway et al., 2017).

### Gene ontology enrichment analysis

The annotation data from the transcriptome were imported with the R package trinotateR, since it included gene ontology (GO) annotations for each gene. Genes were considered to be upregulated in a specific tissue if they had a log2 fold change (FC) value ≥2 and a FDR adjusted *p* value (adj.P.Val) ≤ 0.05. On the contrary, genes with a FC value of ≤2 were considered to be downregulated. Only genes that fulfill the filtering criteria were included to analyze enriched GO terms into the R package topGO. Plots were generated using the R packages ggplot2 and viridis.

### Transcription factor family analysis

We selected transcripts that had a PFAM domain associated with transcription factors and that matched with Arabidopsis transcript factor (TF). Then, TF-coding genes were considered to be differentially expressed in a specific tissue if they FC value ≤ or ≥2 and an adj.P.Val ≤ 0.05. The transcripts were clustered by TF family and expression type (upregulated or downregulated). The mean FC value was calculated according to the expression type in each TF family. Plots were generated using the R packages ggplot2 and colorspace (Wickham, 2016).

### Comparative analysis with other *Ceratopteris* dataset

Another dataset from different Ceratopteris sporophyte parts was generated in recent study (Yu et al., 2020). We compared these samples with the ones generated in this work. The samples from that report were assessed, processed, and analyzed in a similar manner as we did with our own samples. Since both datasets were collected and processed in different laboratories, we assessed this issue by including a correction of the batch effect between datasets with the removeBatchEffect function (Kajala et al., 2021). This correction was only used when we analyze the similarities and differences between samples with a multidimensional scaling analysis (MDS). Gene ontology analysis was performed similarly as mentioned above. Plots were generated using the R packages ggplot2, pheatmap, UpSetR, and viridis (Conway et al., 2017).

### Gene phylogenetic reconstruction

We assessed the assignment of orthologs using OrthoFinder v.2.4.0 along with NCBI BLAST+ v.2.1.31 and MAFFT v.7305 (Camacho et al., 2009; Emms and Kelly, 2018; Katoh et al., 2018). We looked for the orthogroup ID which contained the Arabidopsis gene of interest. After that, we collected the protein sequences of selected species. We also search for aminoacidic sequences of other ferns using the OneKP database to enrich this clade (One Thousand Plant Transcriptomes Initiative, 2019). Sequences were aligned using MAFFT online server^2^ and selecting a specific iterative refinement method (E-INS-i or L-INS-i) according to the protein domain composition (Katoh et al., 2018). Manual editing was performed for each alignment using the Jalview software. The aminoacidic substitution model was obtained from ModelTest-NG (Darriba et al., 2020). Phylogenetic reconstruction was assessed with maximum likelihood in the IQ-Tree software along with ultrafast bootstrapping of 5,000 repetitions in CIPRES Science Gateway v3.3 (Miller et al., 2010; Hoang et al., 2017; Minh et al., 2020). Tree edition was carried out in iTOL v4 (Letunic and Bork, 2019).

### Gene expression between tissues

We selected the Ceratopteris orthologs for well-known Arabidopsis root genes from the phylogenetic reconstructions. Then, we searched for their fold change expression in each plant fragment of the transcriptome analysis. Transcripts were filtered according to an adj.P.Val ≤ 0.05. Plots were generated using the R packages ggplot2 and colorspace (Wickham, 2016).

## Results

### A *Ceratopteris richardii* transcriptome from the young sporophyte

We generated a *de novo* transcriptome assembly from three different parts of 45-daf sporelings with active roots: the root tip (RT), roots without their tips (differentiated root, DR), and the shoot (leaves and stem, SH). Our transcriptome was generated by sequencing total RNA libraries from three independent biological replicates per *Ceratopteris* segment. ~280 M paired-end reads were sequenced and used for the assembly of this *Ceratopteris* transcriptome (Table 1). We obtained a transcriptome with >300 K transcripts with an average length of 970 bp, considering contigs with an assembled length of ≥200 bp (Table 1). Since this number of transcripts may represent different gene isoforms, we decided to use two different clustering methods to compact the transcriptome size. After these steps, we achieved a transcriptome of >150 K contigs, including >40 K coding sequences (CDS).

**Table 1:** Basic information of the *de novo Ceratopteris richardii* transcriptome from young sporophyte segments.

*Ceratopteris richardii* Hn-n	
**Whole RNA (Bulk) Transcriptome**	
**Plant segments:**	
Shoot (leaves & stem)	
Root (without tip)	
Root tip	
**Transcriptome Assembly:**	
Trinity v.2.4.0	
kmer size = 25	
**Basic Stats:**	
Total Trinity transcripts	308,816
Total Trinity “genes”	183,202
Total CDHIT transcripts (>95% coverage >95% similarity)	238,142
Total Compacta transcripts	181,185
**Transcriptome v1.0**	
Total transcripts	154,546
Total CDS	38,427

During clusterization, we assessed if the reduction of contigs affected the transcriptome composition. Based on searches in the BUSCO Plants databases, we only observed a reduction in the number of duplicated genes (from ~30–45 to <5%) and an increase in single-copy genes (from ~35–50 to 55–85%; Supplementary Figure 1A). This could indicate that the transcriptome was highly redundant and that mRNA isoforms from the same gene or artifacts from the *de novo* assembly were present. Also, in comparison with previous Ceratopteris transcriptomes, our transcriptome had a larger number of coding transcripts than those previously reported (Supplementary Figure 1B), which could imply technical factors (deeper and more complete profiling due to the technical replicates and fragmentation of actual genes) or developmental implications (high diversity of transcripts and/or isoforms per organ, tissue diversity in each fragment, and organ differentiation processes).

To assess the quality of our transcriptome, we analyzed its completeness with three different BUSCO Plants databases and compared it with the predicted transcriptomes of other pteridophytes and lycophytes (Figure 1A). Also, we contrasted the different versions of our transcriptome with both available versions of *Ceratopteris* genome (Supplementary Figure 1C; Marchant et al., 2019, version 2 available in Phytozome v13). While our data showed improved gene completeness than the first genome version, the transcriptome predicted from the newest genome assembly had less fragmented BUSCO hits and showed a higher level of duplicated genes (Marchant et al., 2019). In all the cases, we observed similar values of gene content, which suggests that our transcriptome is well-assembled, contain the majority of well-conserved orthologs, and could be used for downstream analysis.

**Figure 1:**
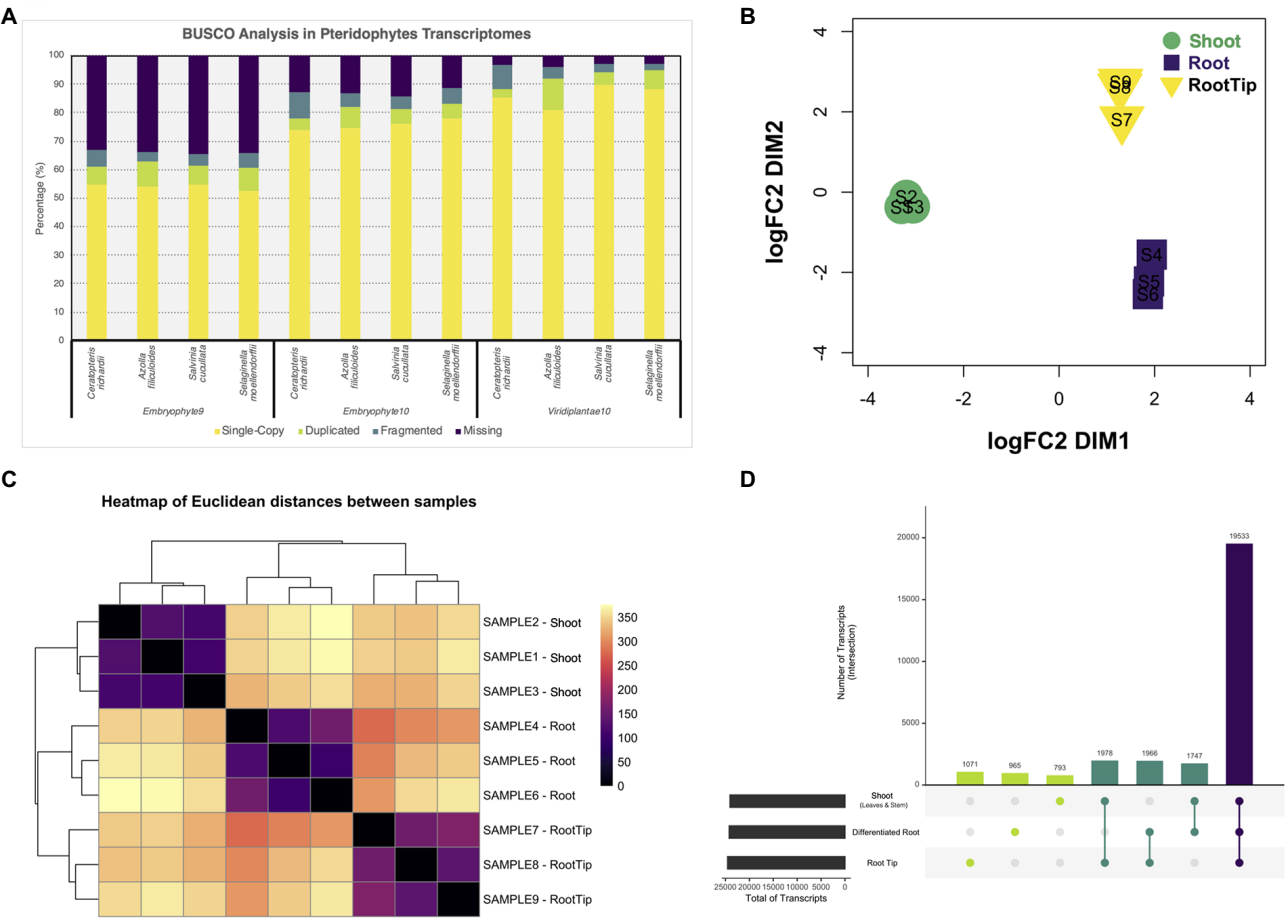
Differential gene expression analysis from tissues of *Ceratopteris richardii* young sporophyte. **(A)** Comparison of the gene content between pteridophytes transcriptomes using different BUSCO databases. **(B)** Multidimensional scaling analysis to examine how the different samples and segments are grouped between one another. **(C)** Heatmap showing the grouping between samples and segments. **(D)** Plot showing the unique and shared transcripts between plant parts.

### Differential gene expression analysis of the plant segments in *Ceratopteris* sporophyte

After generating a high-confidence global transcriptome, we analyzed gene expression at the organ level. 

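RNA-seq libraries were analysed from 3 segments of young Ceratopteris sporophytes at 45 days after fertilization, with 3 biological replicates per segment, 9 libraries in all. The SH held leaves and stem from 10 plants, the DR held 100 roots without their tip and the RT held 250 root tips, by the paper's methods. The authors assembled the transcriptome from these libraries, clustered it, quantified each library against it with kallisto and removed transcripts with low counts. The table they deposited lists 28952 transcripts with estimated counts, that is, reads assigned to each transcript and not divided by library size or length. Total counts were 25305228, 27376654 and 27274938 in SH replicates 1 to 3, 24727423, 24556819 and 22767182 in the DR replicates, and 20065742, 23955590 and 26609147 in the RT replicates. The paper states an average of 32 M paired-end reads per sample, and the values here rest on the counts in the table. The estimated counts were rounded to whole numbers, and given as CPM, counts relative to the library size scaled with edgeR's TMM factors. Each segment was compared with the mean of the other 2 in one model over all 9 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all transcripts. In the SH the 10 most abundant transcripts took 11.2% ± 0.755 (SD, n = 3) of the counts, against 4.59% ± 0.0847 (SD, n = 3) in the DR and 4.67% ± 0.974 (SD, n = 3) in the RT, so the scaling between segments can shift fold changes. Transcript numbers are those of the assembly and carry no genome coordinates.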

We performed a multidimensional scaling analysis to examine the grouping between samples and plant segments (Figure 1B). 

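On log2(CPM + 0.5) over all transcripts, the Euclidean distance between libraries of one segment averaged 103 in the RT, 90.0 in the DR and 71.9 in the SH, and the largest was 119. The smallest distance between libraries of different segments was 217. Among all 280 divisions of the 9 libraries into 3 groups of 3, the division by segment had the largest excess of between-group over within-group distance, 171 against 95.0 for the next (exact permutation test, one-sided, p = 0.00357, the smallest p that this design allows).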

The samples were arranged together according to the plant section without any outlier. 

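The mean distance between RT and DR libraries was 248 ± 21.4 (SD over the pairs of libraries), between RT and SH libraries 262 ± 9.56, and between DR and SH libraries 269 ± 12.9. Both root segments therefore lay 6.64% closer to each other than to the SH on average. The spread of the single RT to DR distances was 8.07% on the same scale. These pairs share libraries, so their spread is not the error of the mean. It cannot tell whether the closeness exceeds noise. With single libraries left out the closeness of 6.64% ranged up to 8.90%, and it fell to 3.92% without RT replicate 1 and to 4.00% without DR replicate 1. It changed sign, to -2.46%, when every transcript was scaled to unit variance, and rose to 13.5% when each distance was taken over the 500 largest differences.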

We also observed that root tip and differentiated root grouped closer to each other than to the shoot (Figure 1C). Both RT and DR come from the root, and this result demonstrates that they are closer because they are part of the same organ, while they separate base on different developmental stages and/or maturation status.

Then, we performed differential gene expression analysis to determine genes that are enriched in each Ceratopteris segment. While most transcripts (19,533) are shared between all three tissues, we also detected sets of specific transcripts (Figure 1D). 

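Counting a transcript for a segment when it reached 1 CPM in at least 2 of the 3 libraries, 18928 transcripts were found in all 3 segments. A further 911 were found in RT and DR only and 1002 in DR and SH only, and 3746 reached this level in no segment. The number for all 3 segments moved most, to 7566, when a transcript was counted wherever it was not significantly lower than in the other 2 segments, and it was 27978 when any count above 0 in at least 2 libraries was enough.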

We found 1,071 genes preferentially expressed in the RT, 965 specifics for DR and 793 for SH. 

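By the same count, 842 transcripts were found in the RT only, 1342 in the DR only and 1307 in the SH only. The number for the DR only was 860 without DR replicate 2 and 861 without DR replicate 3. A segment that lost a library had to reach 1 CPM in both libraries left, a stricter rule, so these falls need not come from the library left out. Differential expression was counted separately, at a log2 fold change of at least 2 and an adjusted p of at most 0.05 against the mean of the other 2 segments. It gave 2045 transcripts higher and 2489 lower in the RT, 3135 higher and 2032 lower in the DR, and 2846 higher and 2670 lower in the SH. Against each of the other 2 segments separately, at the same thresholds, 927 transcripts were higher in the RT, 1805 in the DR and 1819 in the SH. Dropping the fold change threshold moved the counts most, to 9106 lower in the DR. The balance of higher and lower depended on the scaling, and library size alone without TMM gave 2085 higher and 3511 lower in the SH and 2535 higher and 2044 lower in the RT. The table does not pair transcript numbers with gene names. Among transcripts past both thresholds whose 3 RT libraries all lay above the 6 others, transcript99514 and transcript151887 had the largest fitted increases. transcript99514 had 3.53 ± 1.74 CPM (SD, n = 3) in the RT and 0.0870 ± 0.0545 in the DR, and no counts in the SH, where up to 3 counts over the 3 libraries (0.0454 CPM) are allowed, so it was at least 77.7-fold higher in the RT than in the SH. transcript151887 had 52.9 ± 22.6 CPM in the RT, 0.573 ± 0.273 in the DR and 0.206 ± 0.0997 in the SH (log2 fold change in the RT 7.23, adjusted p = 1.41e-06 from edgeR's quasi-likelihood test). The largest fitted decreases were those of transcript111372 and transcript117879, with no counts in the RT, which by the same limit allows up to 0.0387 CPM. transcript111372 had 25.7 ± 8.13 CPM in the SH, at least 664-fold above the RT, and 3.52 ± 1.92 in the DR. transcript117879 had 129 ± 8.88 CPM in the SH, at least 3340-fold above the RT, and 0.692 ± 0.662 in the DR. These limits cover counting error only.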

Interestingly, we detected 1,978 genes expressed simultaneously in both RT and SH, but not in DR, indicating that meristematic genes could be detected in both apical tissues, even if the SAM was only a small portion of complex SH sample.

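At 1 CPM in at least 2 of 3 libraries, 874 transcripts were found in the RT and the SH and not in the DR. Tested pairwise with edgeR's quasi-likelihood test, 840 transcripts were lower in the DR than in the RT and also lower in the DR than in the SH, each by a log2 fold change of at least 2 with an adjusted p of at most 0.05. Both comparisons share the DR libraries, so their fold changes correlate without any effect. Across transcripts the correlation was 0.499, and in 20 simulations of unchanged segments with the same dispersion it had a median of 0.496 and a range from 0.470 to 0.503. The largest number of transcripts past both comparisons by the same edgeR test in a simulation was 0. Adjusted p-values leave few calls in unchanged segments by construction, so how far sharing the DR raises the overlap of real changes was not tested. The count of 840 moved most with quantile normalization and limma, to 386. From the genes found in RT and SH and not in DR, the paper proposes that meristematic genes could be detected in both apical tissues although the shoot apical meristem was a small part of the SH sample.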

We performed gene ontology (GO) enrichment analysis for the sets of genes that are preferentially expressed in each of the three samples, genes that had a fold change (FC) value ≥2 compared to the other two segments. The root tip showed enrichment in categories related to cell division and root morphogenesis (Figure 2A); while other specific categories were related to the auxin transport and procambium development (Supplementary Figure 2A). This data suggest that the transcripts related to meristematic activity, cell cycle progression, and tissue histogenesis, are upregulated in the RT. DNA binding, transcription factor activity, and DNA replication were enriched categories for the molecular function (Supplementary Figure 2B), indicating that the RT bears a mitotically active meristematic region.

**Figure 2:**
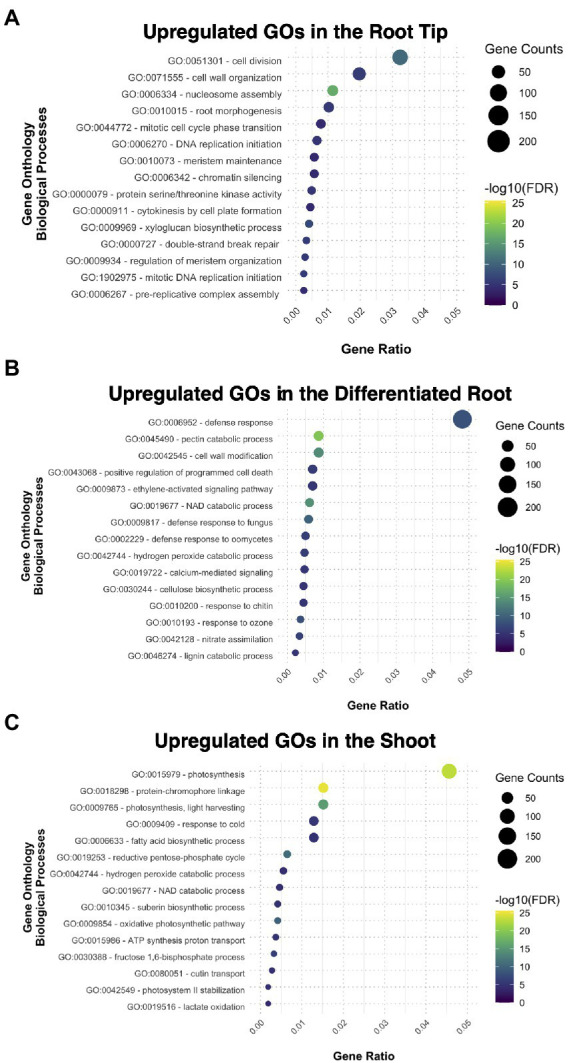
Gene ontology analysis exhibiting the different biological processes upregulated and enriched in each tissue: **(A)** the root tip, **(B)** the differentiated root, and **(C)** the shoot.

The cellular components ontology enriched in the root tip included the nucleosome and other structural components of cellular division in plants, such as the phragmoplast (Supplementary Figure 2C). The cell wall was also another GO category present in RT, together with plasmodesma and extracellular region (Supplementary Figure 2C); some other biological processes comprised biosynthetic and modeling processes of the cell wall (Supplementary Figure 2A). All together, these results imply the importance of the cell wall during root development since new cell walls are formed after each cell division.

In the case of DR, most enriched GO categories are related to tissue maturation, defense responses, nitrate assimilation, and ion transport (Figure 2B; Supplementary Figures 3A–C), reflecting some of the canonical functions for nutrient uptake in the root. The DEGs from SH were enriched for GO categories related to photosynthesis and catabolic processes, and functional categories related to developmental processes, such as guard cell fate commitment, vascular tissue patterning, and phloem transport (Figure 2C; Supplementary Figures 3A–C). Overall, our GO analysis suggests that each fragment of the young sporophyte have specific expressed genes related to their main functions in the plant body of other plant species, suggesting functional conservation.

### Expression of transcription factors families in *Ceratopteris* young sporophyte

After observing that the transcription factors (TF) category was enriched in our GO analysis for the root tip, we decided to explore which TF families were preferentially expressed in the root meristem compared to DR and SH. We found that members of the following TF families were upregulated in the root tip (Figure 3A): (1) cysteine-rich polycomb-like protein (*CPP*) family, which includes the gene *TSO1* associated with meristem organization and cell division processes in the late inflorescence meristem of Arabidopsis (Liu et al., 1997; Song et al., 2000); (2) *E2F/DP* family, involved in the cell cycle regulation during the G1/S transition (de Almeida Engler et al., 2009; Sánchez-Camargo et al., 2021); (3) heat-shock factor (*HSF*) family, which incorporates *SCHIZORIZA* that has functions related to stem cell maintenance and cell proliferation in Arabidopsis root meristem (Pernas et al., 2010; Begum et al., 2013); and (4) Nuclear Factors Y type C (*NF-YC*), associated to different functions including meristem development (Laloum et al., 2013; Petroni et al., 2013; Myers et al., 2016).

**Figure 3:**
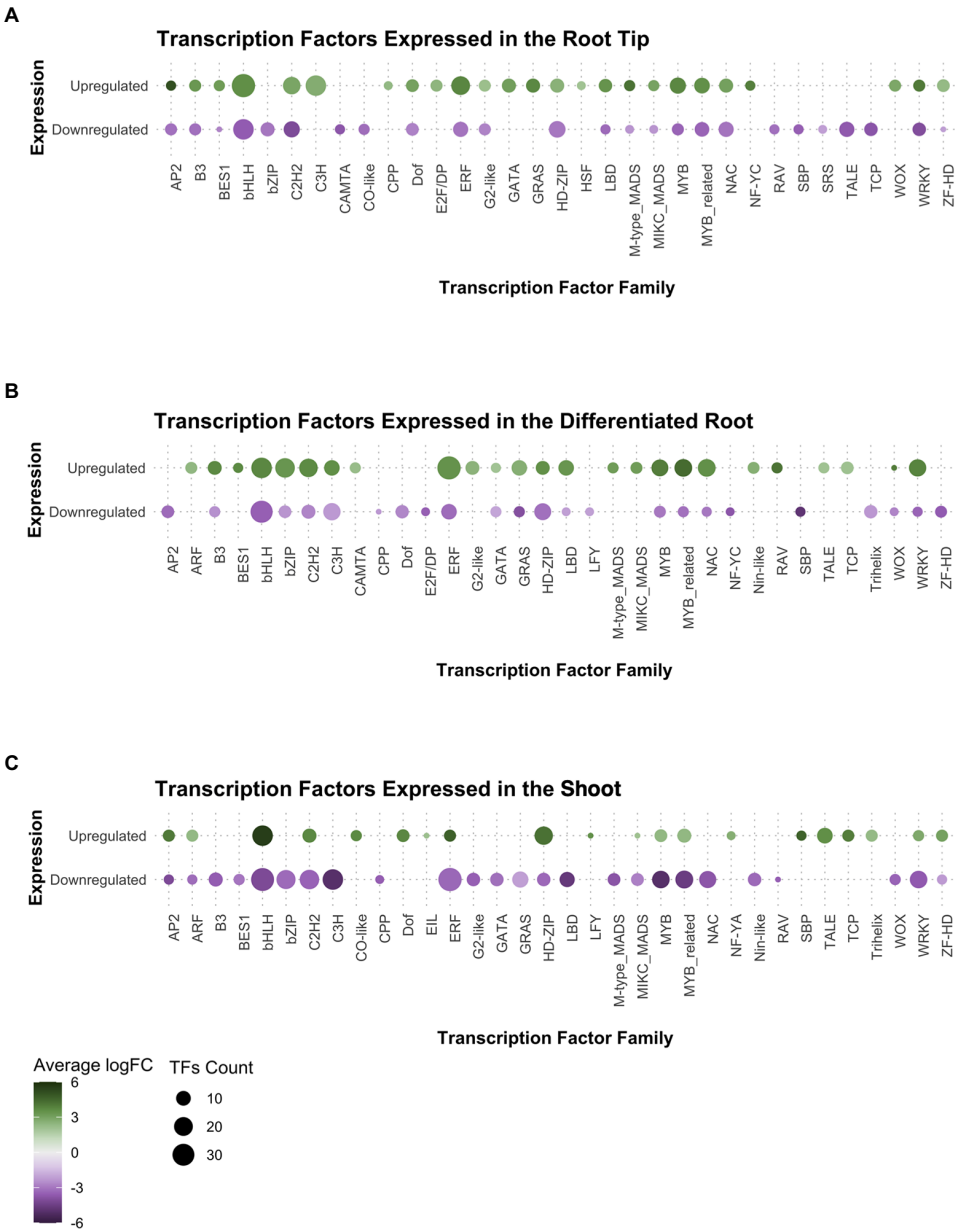
Analysis of gene expression in the transcription factor families found in Ceratopteris transcriptome per tissue: **(A)** the root tip, **(B)** the differentiated root, and **(C)** the shoot.

Other TF families showed a negative FC in in RT while a positive FC in the other plant segments. That was the case for basic leucine zipper (*bZIP*), Calmodulin-binding Transcription Activator (*CAMTA*), and Related to ABI3 & VP1 (*RAV*) families in the differentiated root (Figure 3B), while *CONSTANS-like* and *SQUAMOSA*-promoter binding-like (*SBP*) families were presented in shoot (Figure 3C). Interestingly, Ethylene Insensitive3-Like (*EIL*) and LEAFY (*LFY*) genes were exclusively expressed in the shoot.

We searched for well-known transcription factors that play roles as plant developmental regulators. The *WUSCHEL homeobox-containing* (*WOX*) TF family, associated with stem cell maintenance, was expressed in both root tissues but preferentially at the tip (Figures 3A,B). Members of the *AP2* family, where the *ANT/PLT* genes are included, were found with positive fold change in the root tip and the shoot. We detected the *B3*, *BES1*, *LBD*, *NAC*, and *GRAS* gene families expressed only in both root segments. From those families, specific members of both NAC and GRAS proteins have been associated with different root developmental processes in flowering plants, including ground tissue development, root cap maturation, and vascular tissue differentiation (Scheres et al., 1995; Helariutta et al., 2000; Sabatini et al., 2003; Willemsen et al., 2008; Bennett et al., 2010; Cruz-Ramírez et al., 2012; Kumpf and Nowack, 2015). A close analysis for each family would allow to understand if the components associated to genetic networks and developmental mechanisms have been conserved between ferns and seed plants.

### *WOX* genes are expressed in the root meristem even in the absence of quiescence center

The WOX genes are known to be part of the mechanisms involved in the maintenance of the stem cells and development of plant organs. Therefore, we decided to analyze in detail the different members of the *WOX* family since the family was expressing in Ceratopteris root. The *WOX* genes are classified into three clades: *WOX13*, *WOX9*, and *WUS* clades (Nardmann and Werr, 2012, 2013). We found six different transcripts corresponding to this family in the Ceratopteris transcriptome. Five of them were found preferentially expressed in RT, and one was more abundant in DR (Figure 4A). 

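The 3 WOX13 clade transcripts were higher in the RT than in the mean of the other segments, and kept this direction under every scaling tried. transcript39955 had a log2 fold change of 1.91 (standard error 0.44, adjusted p = 0.00429 from edgeR's quasi-likelihood test), at 1.70 ± 0.593 CPM (SD, n = 3) in the RT, 0.346 ± 0.233 in the DR and 0.582 ± 0.144 in the SH. For transcript134494 it was 0.95 (standard error 0.25, adjusted p = 0.00792), and 0.58 without RT replicate 3. For transcript140100 it was 0.47 (standard error 0.15, adjusted p = 0.0226). The call for transcript140100 was lost without RT replicate 2 (0.48, adjusted p = 0.0573), without RT replicate 3 (0.30, adjusted p = 0.0963) and with DESeq2 (0.41, adjusted p = 0.058), within a range from 0.00158 to 0.0963 over all settings, comparisons with single segments included. Against the DR alone neither transcript134494 (adjusted p = 0.0594) nor transcript140100 (adjusted p = 0.072) passed 0.05. Of the 32 transcripts that the paper names by number and that were tested, 27 passed an adjusted p of 0.05 in the RT contrast over all transcripts (25 higher and 2 lower in the RT), and 27 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries.

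**Figure D1:**
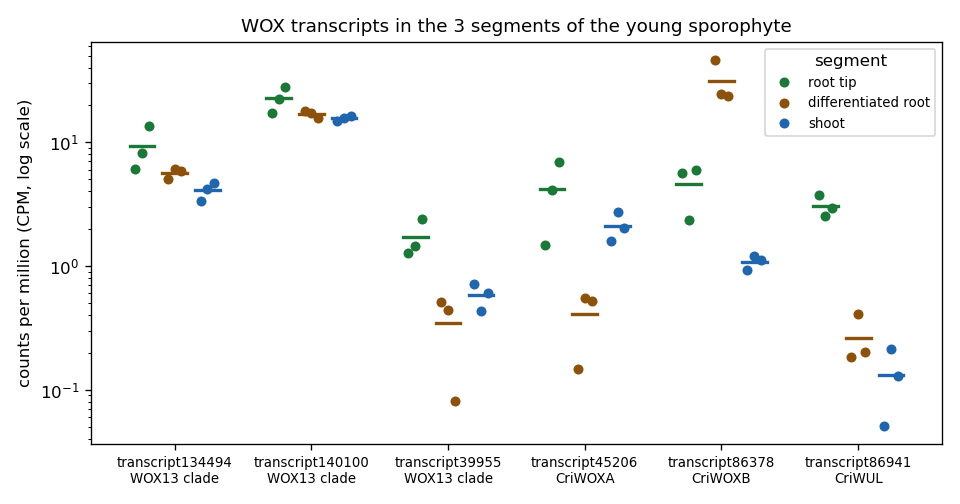
CPM (log axis) of the 6 WOX transcripts in each library, by segment. Points are the 3 libraries of a segment and bars their mean. transcript86378 is highest in the DR and transcript86941 in the RT.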

We continued by exploring the evolutionary history of this family in relation to ferns (Supplementary Figures 5–7). The WOX13 clade contains WOX10 and WOX13/14 from Arabidopsis (Supplementary Figure 5). We found three possible subgroups of this clade in ferns. The WOX9 clade includes two different groups from seed plants (Supplementary Figure 6): the WOX8/9 subclade, involved in root development during embryogenesis and the WOX11/12 subclade implicated in adventitious root initiation (Wu et al., 2005; Ueda et al., 2011; Yu et al., 2020). The WOX9 clade is only present in vascular plants (Figure 4B). In ferns, we found a single node comprising all members from the WOX9 clade. Ceratopteris *WOX* genes orthologs for *WOX9* have been previously name *CriWOXA* and *CriWOXB* (Nardmann and Werr, 2012).

**Figure 4:**
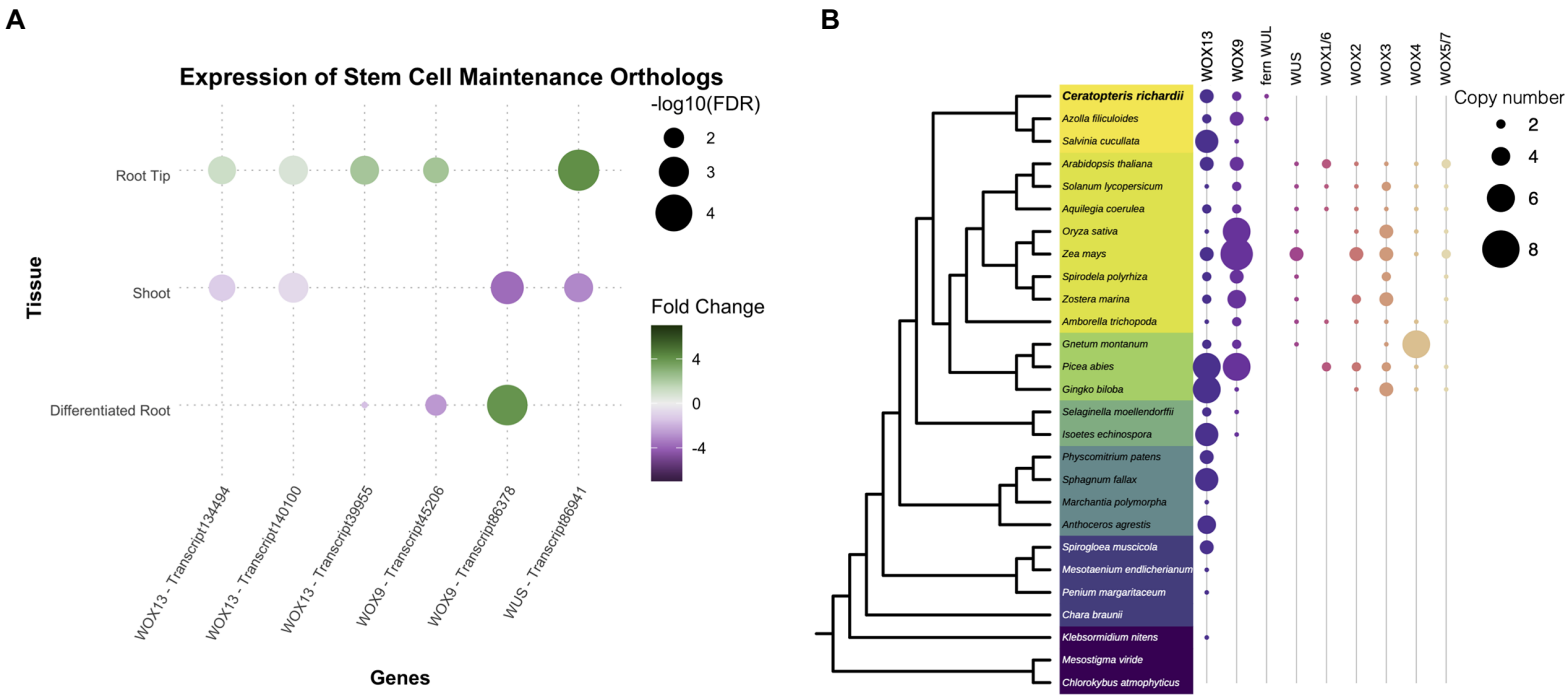
Conservation of genes involved in stem cell maintenance. **(A)** Expression of Ceratopteris ortholog *WUSCHEL homeobox-containing* (WOX) genes in the different segments. **(B)** Schematic representation of the presence and absence of orthologs for the different WOX clades throughout plant phylogeny.

Finally, the WUS-related clade was only found in the euphyllophytes (Figure 4B; Supplementary Figure 7). Putative members of this clade were found in Ceratopteris and Azolla, but not in Salvinia. In the seed plants, this clade has been subjected to different rounds of duplication as we detected six different subgroups. The fern WUSCHEL-like proteins (WUL) and all the diverse sets of WUS-related proteins from seed plants may be an innovation of the euphyllophytes. *CriWUL* was one of the *WOX* genes that were expressed in the root tip of Ceratopteris, implying its possible role in the root stem cell niche. 

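CriWUL (transcript86941) had 3.08 ± 0.621 CPM (SD, n = 3) in the RT, 0.264 ± 0.124 in the DR and 0.132 ± 0.0820 in the SH, and all 3 RT libraries lay above the 6 others. The RT exceeded the mean of the other segments by 3.99 on the log2 scale (standard error 0.37, adjusted p = 1.51e-05 from edgeR's quasi-likelihood test), and by 3.82 to 4.25 with each library left out in turn. Among the other settings the smallest difference was 2.11, with limma and a weight per library on log2(CPM + 0.5), where the estimate of the weights stopped before it converged.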

Further functional analyses are needed to dissect and understand how all the different *WOX* genes function in root development and how they behave in other lineages besides flowering plants.

### Presence of the gene circuit components for the ground tissue specification

To determine whether root developmental programs present in other plant species are also present Ceratopteris, we searched for a group of genes known to be involved in ground tissue development. In Arabidopsis, the endodermis and cortex are specified during a series of asymmetric cell divisions that begin from the cortex-endodermis initial (CEI; Figure 5A). In Ceratopteris, part of the ground tissue comes from the division of the merophyte middle initial that generates the endodermis and the middle cortex (Figure 5B). We asked if the different genes involved in ground tissue specification were conserved among Ceratopteris and Arabidopsis. A complex gene circuit has been associated with the specification of the cortex and endodermis, in which AthSHORTROOT (AthSHR), AthSCARECROW (AthSCR), AthRETINOBLASTOMA-RELATED (AthRBR), and AthCYCLIN D6;1 (AthCYCD6;1) participate (Cruz-Ramírez et al., 2012). 

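The 9 CYCD transcripts of Fig. 5C, which by the paper's methods had been filtered at an adjusted p of 0.05, were all higher in the RT than in the mean of the other segments at an adjusted p of 0.05 (edgeR's quasi-likelihood test), and 5 of them were past a log2 fold change of 2. They kept this direction under every scaling tried. In the DR 8 of the 9 were lower than in the mean of the other segments, and 9 of 9 with quantile normalization or limma on log2(CPM + 0.5). transcript68372 had 78.6 ± 12.6 CPM (SD, n = 3) in the RT, 3.76 ± 1.76 in the DR and 14.1 ± 1.58 in the SH, a log2 fold change in the RT of 3.43. transcript42446 had 8.92 ± 2.33 CPM in the RT, 0.608 ± 0.419 in the DR and counts of 0, 1 and 0 in the SH libraries. Over the 3 libraries its ratio of RT to SH was 590, with an exact 95% interval from 106 to 23400 that covers counting error only. transcript68371 was the most abundant, at 143 ± 20.2 CPM in the RT, 19.1 ± 5.82 in the DR and 119 ± 7.08 in the SH, and did not differ between RT and SH (log2 fold change 0.26, adjusted p = 0.305). The RT and SH also did not differ for transcript44715 (adjusted p = 0.117), transcript48787 (adjusted p = 0.149) and transcript77150. Against the mean of the other segments, the smallest difference in the RT was 0.81, for transcript77150 (adjusted p = 0.0375). It was not past 0.05 without SH replicate 1, 2 or 3 (adjusted p = 0.0665, 0.0683 and 0.0616), DR replicate 2 (0.0581) or RT replicate 1, 2 or 3 (0.0679, 0.0864 and 0.0852). Over all settings its adjusted p against the mean of the other segments ranged from 0.00678 to 0.0864. With comparisons with single segments included the range was 0.00647 to 0.656. kallisto divides reads among similar transcripts, so values of close copies in this family are uncertain.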

In the expression data from Ceratopteris, we found that possible orthologs of the *CYCD* family were expressed in the root tip, which agree with our previous findings of highly mitotic-active cells in the root meristem. 

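RBR and GRAS transcripts were examined in the same contrasts. The RT and the mean of the other segments differed most for SCL28 (transcript45117) and RBR2 (transcript83572), and least for RBR1 (transcript30597) and SCR (transcript23688).

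**Figure D2:**
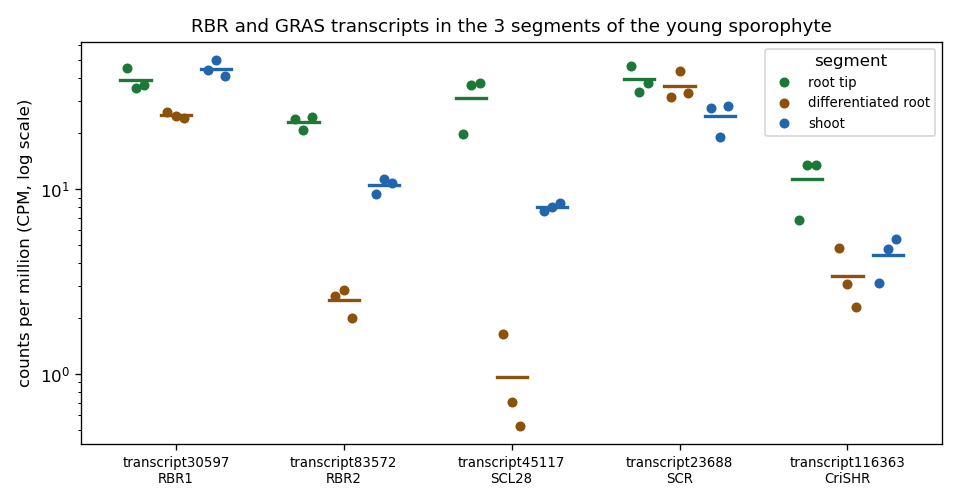
CPM (log axis) of RBR1, RBR2, SCL28, SCR and SHR transcripts in each library, by segment. Points are the 3 libraries of a segment and bars their mean, and all 3 RT points lie above the 6 others for RBR2, SCL28 and CriSHR but not for RBR1 and SCR.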

We also identified two different transcripts for the *RBR*, which display different expression patterns in the root tip, while orthologs for the GRAS genes *AthSCR* and *AthSHR* were also present in the transcriptome and were differently upregulated in the RT compared to the segments.

**Figure 5:**
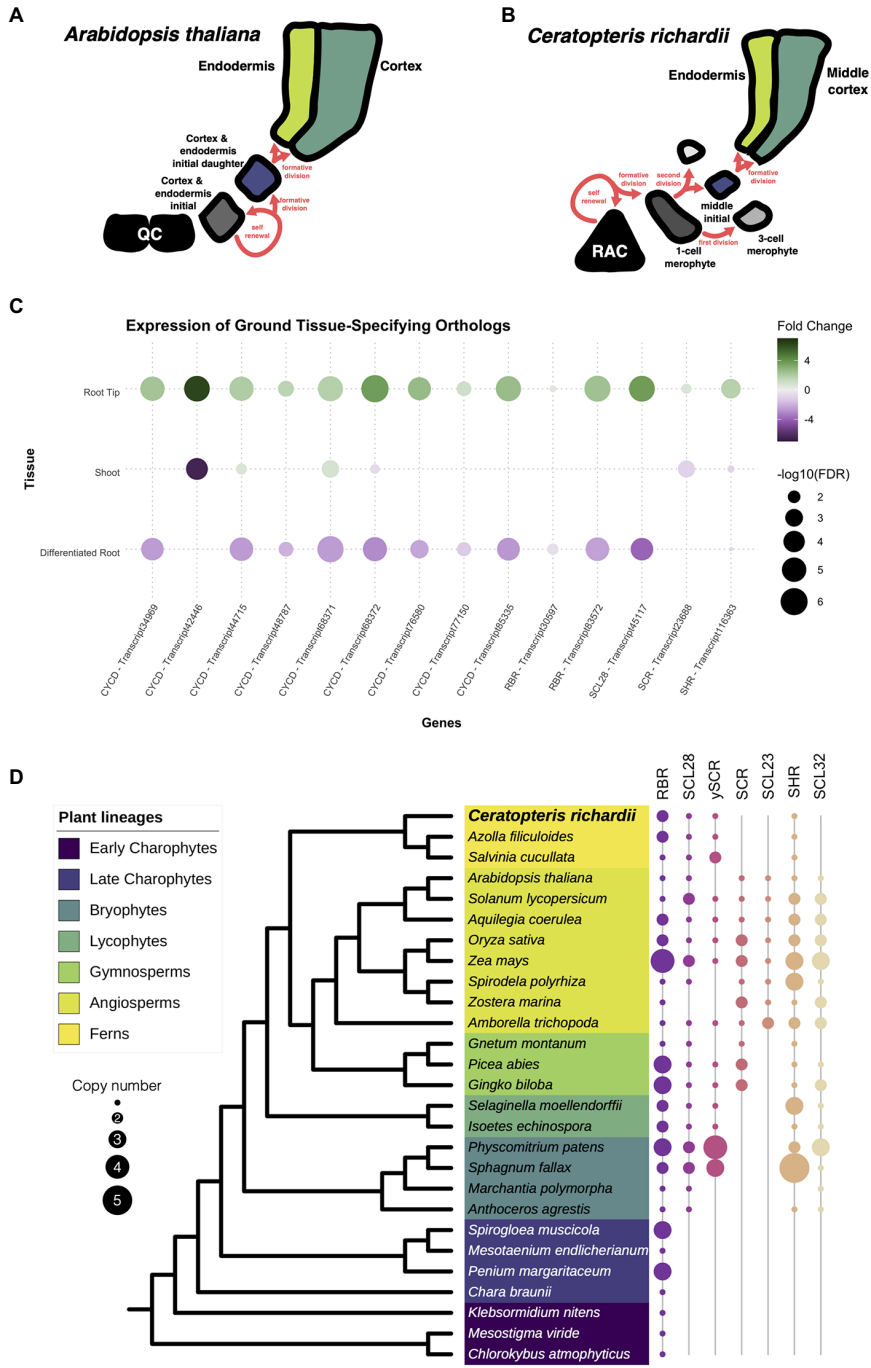
Conservation of genes involved in the specification of the ground tissue. **(A,B)** Schematic representation of the development of the cortex and endodermis between Arabidopsis and Ceratopteris. **(C)** Expression of Ceratopteris ortholog genes implicated in the cortex-endodermis specification in the different segments. **(D)** Schematic representation of the presence and absence of orthologs for RBR, SCR, and SHR throughout plant phylogeny.

Then, we investigated the evolutionary trajectory of the proteins encoded by some of genes involved in ground tissue specification. We assessed the evolution of the complete CYCD family, since CYCD6;1 belongs to this large family without a current well-supported phylogenetic reconstruction (Menges et al., 2007). Although we found CYCD proteins in the early-divergent charophyte algae, we did not recover any member from *Chara braunii* or algae from the class Zygnematophyaceae. In the embryophytes, the CYCD proteins displayed an interesting evolutionary history with two main clades. The first clade was present within every analyzed lineage, including AthCYCD7. In this clade, we discovered four different copies in the Ceratopteris transcriptome (Supplementary Figure 8). In the case of the second clade, this group displayed a complex evolutionary history. This CYCD lineage was only present in the euphyllophytes, and in ferns we found three different subgroups (CYCD-F1 to F3; Supplementary Figure 8), while five subgroups are present in seed plants (CYCD1-3,5 and 6; Supplementary Figure 9).

The evolutionary history of RBR was rather straightforward (Supplementary Figure 10). At least one copy is present in all analyzed lineages, from chlorophyte algae to streptophytes (Figure 5D). While extra copies were detected in certain species, we only found two consistent lineage-specific duplications, in ferns and monocotyledons. The duplication in ferns arises after the split from Equisetales because RBR sequences from the horsetail *Equisetum hyemale* were recovered adjacent to the duplication event. We recovered sequences from both fern RBR clades (Supplementary Figure 10), only one of these copies was present in all ferns analyzed (fern RBR1), while the other copy (fern RBR2) was present in the Azolla and Salvinia genomes, and the transcriptome of Ceratopteris, but absent in the majority of OneKP transcriptomes from ferns. 

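RBR2 (transcript83572) had 23.2 ± 2.05 CPM (SD, n = 3) in the RT, 2.50 ± 0.431 in the DR and 10.5 ± 1.00 in the SH. The RT was above the mean of the other segments by 2.17 on the log2 scale (standard error 0.15, adjusted p = 3.13e-06 from edgeR's quasi-likelihood test), and also above each of them alone, by 3.21 over the DR and 1.14 over the SH (adjusted p = 0.000379).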

Interestingly, the transcripts of *RBR2* display an elevated fold change in our RT dataset compared to the DR and SH (Figure 5C). The expression of this gene in the meristematic tissue could suggest that RBR2 could be carrying out specific functions such as modulating cell division or stem cell maintenance, as it does in Arabidopsis. 

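RBR1 (transcript30597) had 38.9 ± 5.30 CPM (SD, n = 3) in the RT, 25.1 ± 1.06 in the DR and 44.9 ± 4.43 in the SH. The RT did not differ from the mean of the other segments (log2 fold change 0.22, adjusted p = 0.146 from edgeR's quasi-likelihood test), and passed 0.05 against the DR alone (0.63, adjusted p = 0.00313) and with library-size scaling (0.45, adjusted p = 0.0289), while over all settings the adjusted p reached 0.499. The fold change of the DR against the mean of the other segments was -0.74 (adjusted p = 0.000651), and from -0.77 to -0.68 with single libraries left out.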

While *RBR1* transcripts were still present in the root tip, their expression levels did not drastically change between tissues.

A previous study has approached the evolution of the whole GRAS family while finding interesting gene expansions and losses over the Embryphyte linage (Geng et al., 2021). In the case of this family, we decided to focus only on the evolution of those GRAS proteins involved in the cortex and endodermis specification: SCR (including SCL28 & SCL23) and SHR (including SCL32). The phylogenetic reconstruction for SCR revealed an intriguing evolutionary history (Figure 5D; Supplementary Figure 11). We also reconstructed the phylogeny of SCL28 due to its closeness to SCR in a previous phylogenetic reconstruction and function in the root meristem in Arabidopsis (Lee et al., 2008; Goldy et al., 2021). We found that orthologs for SCR are present in almost all embryophyte lineages analyzed, except in the liverwort *Marchantia polymorpha*. While we also did not detect a copy in *Anthoceros agrestis*, a SCR ortholog was present in *Anthoceros augustus* (Supplementary Figure 11). Also, several expansion events occurred in seed plants; the first duplication appears to have taken place at the base of seed plants. While our data suggest the appearance of the SCR lineage and another SCR-like lineage, which orthologs are not present in all flowering plants. The second duplication gave rise to the appearance of SCL23 at the base of the angiosperms. In the case of ferns, the protein sequences of this lineage clustered together with the SCR-like clade (Supplementary Figure 11). For that reason, we denominated this copy as the SCR pro-ortholog (γSCR). Besides that, the SCR copy of Ceratopteris was expressed in the root tip, indicating a possible function in ground tissue specification and/or stem cell maintenance (Figure 5C).

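SCR (transcript23688) was at 39.2 ± 6.63 CPM (SD, n = 3) in the RT, 35.9 ± 6.37 in the DR and 24.9 ± 4.94 in the SH. The RT exceeded the mean of the other segments by 0.39 on the log2 scale (standard error 0.17), which was not past 0.05 (adjusted p = 0.0749 from edgeR's quasi-likelihood test). Without DR replicate 2 it was 0.47 (adjusted p = 0.0464). With each library left out in turn it lay between 0.25 and 0.49, with adjusted p up to 0.275. With limma and a weight per library, from weights that had not converged, it was 0.10 (adjusted p = 0.591). The adjusted p ranged from 0.0179 to 0.616 over all settings, comparisons with single segments included. The RT exceeded the SH alone by 0.65 (adjusted p = 0.0179) and did not differ from the DR (0.12, adjusted p = 0.616).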

Additionally, we examine the evolution of SHR in embryophytes (Figure 5D; Supplementary Figure 12). This GRAS protein was found in all the different species analyzed, except to *M. polymorpha*. In the case of ferns, a single copy of SHR was present in all analyzed species, and this clade predates the duplication in flowering plants. 

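The transcript of CriSHR (transcript116363) had 11.3 ± 3.87 CPM (SD, n = 3) in the RT, 3.38 ± 1.27 in the DR and 4.41 ± 1.16 in the SH. The RT was above the mean of the other segments by 1.55 on the log2 scale (standard error 0.30, adjusted p = 0.00141 from edgeR's quasi-likelihood test), and above the DR and the SH taken alone by 1.74 and 1.36.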

The transcript of *CriSHR* was found differentially expressed in the root tip compared to the other fragments of Ceratopteris. We also noticed that SCL32, the closest relative to SHR, was not present in any analyzed fern, but it is present in the other vascular plant lineages. The absence of SCL32 in ferns suggests lineage-specific gene loss, which has been previously found in a recent study (Geng et al., 2021). Interestingly, a similar absence of orthologs for SCR and SHR in *M. polymorpha* has been also reported in the phylogenetic reconstruction of HAM, another GRAS protein (Geng et al., 2021). This consistent loss of major developmental regulators could be related to the reductive evolution that has been reported in liverworts, i.e., the loss of genes involved in stomata developmet (Harris et al., 2020).

### Unique evolutionary histories for the components of the root cap specification

We also analyzed genes involved in the development and maturation of the root cap as this structure was a new acquisition during the evolution of roots. In Arabidopsis, the root cap cell is divided the columella and the lateral root cap. The columnella which is populated by the asymmetric division of distal stem cells in the root meristem (Figure 6A). In Ceratopteris, there is no specification of the collumella and lateral root cap cells but the generation of the root cap initial (RCI) resembles the first step of columella specification (Figure 6B). The following steps in Ceratopteris root cap maturation are specific from this species since the RCI follows a series of proliferative divisions. Despite the different organization and development of the root cap in these distant plant lineages, we decided to analyze if the orthologous regulatory genes are present in Ceratopteris that could suggest a similar in the mechanism governing the root cap maturation.

**Figure 6:**
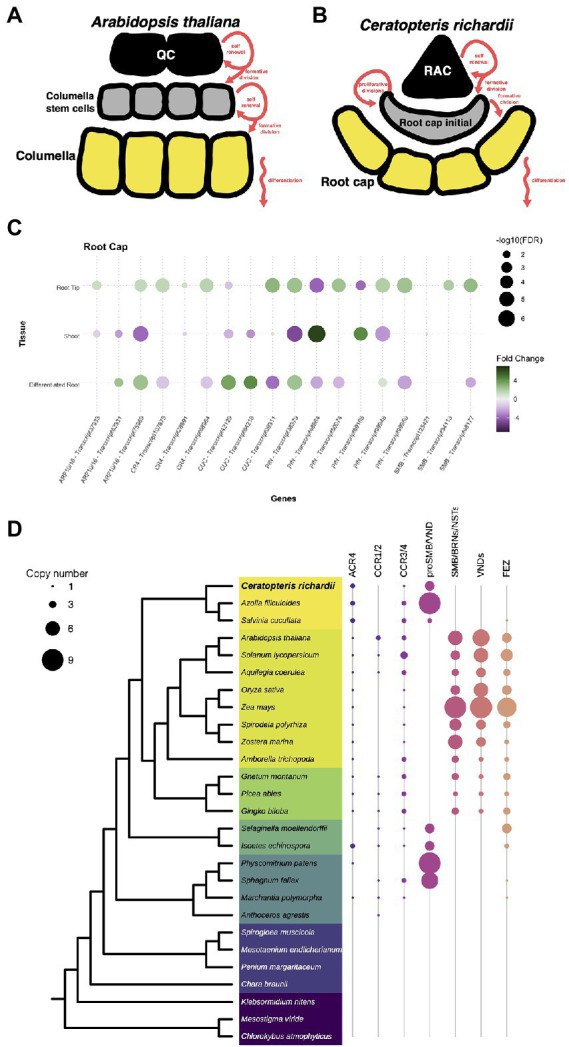
Conservation of genes involved in the specification of the root cap. **(A,B)** Schematic representation of the development of root cap between Arabidopsis and Ceratopteris. **(C)** Expression of Ceratopteris ortholog genes implicated in the root cap development and maturation in the segments tissues. **(D)** Schematic representation of the presence and absence of orthologs for ACR4, SMB, and FEZ throughout plant phylogeny.

First, we looked for orthologs of genes related to auxin response and transport, the ARF10/16 and the PIN3/7 proteins. 

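Numbers of ARF10/16 transcripts were read from Fig. 6C, where 2 of the 3 labels could be read at the resolution at hand and the other stayed open. transcript75969 had 14.4 ± 1.68 CPM (SD, n = 3) in the RT, 22.1 ± 2.36 in the DR and 1.66 ± 0.615 in the SH, and the SH was below the mean of the root segments (log2 fold change -3.44, standard error 0.25, adjusted p = 3.64e-06 from edgeR's quasi-likelihood test). transcript37933 had 37.2 ± 14.9 CPM in the RT, 19.0 ± 6.52 in the DR and 16.4 ± 3.36 in the SH. It was higher in the RT by 1.07 on the log2 scale (adjusted p = 0.00882), a call lost without RT replicate 2 (adjusted p = 0.0516, the highest over all settings, and 0.000303 the lowest). Against the SH alone it was higher in the RT (1.18, adjusted p = 0.0142) and did not differ in the DR (0.21, adjusted p = 0.618).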

We identified three putative *ARF10/16* orthologs, which were differentially expressed in both root tissues compared to the SH (Figure 6C). One of them was exclusively expressed in the root tip. In addition, we detected six *PIN* orthologs expressed in at least one of Ceratopteris segments. 

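Of the 6 PIN labels in Fig. 6C, 3 could be read at the resolution at hand. transcript38379 was found in both root segments, at 23.8 ± 1.08 CPM (SD, n = 3) in the RT and 23.5 ± 4.59 in the DR, against 1.095 ± 0.214 in the SH (log2 fold change in the SH -4.42, adjusted p = 4.5e-07 from edgeR's quasi-likelihood test). transcript50074 was highest in the RT, at 109.7 ± 9.33 CPM against 15.6 ± 5.42 in the DR and 40.9 ± 15.7 in the SH (log2 fold change in the RT 2.12, adjusted p = 7.48e-05). transcript89165 was highest in the SH, at 14.8 ± 4.43 CPM against 1.17 ± 0.330 in the DR and 0.396 ± 0.488 in the RT (log2 fold change in the SH 4.44, adjusted p = 4.83e-05). Its RT counts were 24, 3 and 3 in replicates 1 to 3, and without RT replicate 1 the fold change in the SH was 5.30.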

Two *PIN* genes were found only expressed in the root tip. We did not evaluate the gene evolution of these families since it has been previously assessed (Bennett et al., 2014; Mutte et al., 2018).

We also found three putative orthologs for *ACR4*. All of them were more highly expressed in RT compared to the other tissues (Figure 6C). 

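transcript68964 had 52.1 ± 18.3 CPM (SD, n = 3) in the RT, 11.8 ± 3.25 in the DR and 27.9 ± 1.34 in the SH, a log2 fold change in the RT of 1.52 (standard error 0.22, adjusted p = 0.000239 from edgeR's quasi-likelihood test). transcript107875 had 20.4 ± 5.02 CPM in the RT, 5.10 ± 1.03 in the DR and 13.1 ± 0.562 in the SH, a log2 fold change of 1.32 (adjusted p = 0.000195). The CCR3/4-related transcript28691 had 28.6 ± 3.91 CPM in the RT, 20.3 ± 12.5 in the DR and 14.1 ± 1.33 in the SH, and its difference in the RT was not past 0.05 (0.76, adjusted p = 0.0734). Its DR libraries were at 7.97, 19.9 and 32.9 CPM. Without DR replicate 3 the difference was 1.03 (adjusted p = 0.00792), and without DR replicate 1 it was 0.57 (adjusted p = 0.022). Over all settings against the mean of the other segments the adjusted p ranged from 0.00792 to 0.177, and against the DR alone it was 0.301.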

Phylogenetic reconstruction allowed the identification of two orthologs for *ACR4* in Ceratopteris, and a third member more related to the *CCR3/4* clade (Figure 6D). In the case of the two ACR4 orthologs, the phylogenetic tree demonstrated that there is gene duplication in the fern lineage (Supplementary Figure 13).

In the case of the NAC protein family, we identified 29 transcripts that contained a NAC domain, but we decided to focus only on SMB and FEZ that are related to root cap development. We identified four putative orthologs for *SMB* and their closest relatives. Two of these sequences had higher levels in RT than in DR and SH, in concordance with their possible role in the Ceratopteris root cap development (Figure 6C). 

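The transcripts higher in the RT were transcript48177, at 9.97 ± 4.00 CPM (SD, n = 3) in the RT, 1.03 ± 0.483 in the DR and 2.97 ± 0.725 in the SH, and transcript34113, at 12.2 ± 3.18 CPM in the RT, 3.21 ± 1.97 in the DR and 4.199 ± 1.53 in the SH. Their log2 fold changes in the RT were 2.51 (adjusted p = 0.000119 from edgeR's quasi-likelihood test) and 1.73 (adjusted p = 0.00265). transcript125421, at 1.83 ± 0.690 CPM in the RT, 2.47 ± 1.08 in the DR and 1.37 ± 0.230 in the SH, did not differ from the mean of the other segments (-0.01, adjusted p = 0.982), and the sign of this value changed between settings. Of the putative SMB orthologs that the paper reports, only these 3 were analysed here.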

We generated a phylogenetic tree to evaluate the evolutionary history of these proteins (Figure 6D; Supplementary Figure 14). In euphyllophytes, the data suggest that each lineage had an intricate evolutionary history after the split between ferns and seed plants. Several rounds of duplication took place in each plant clade. In the case of seed plants, these duplications gave rise to two main protein subgroups: (1) SMB together with BRNs and NSTs; (2) all different VNDs proteins. We detected four subgroups in ferns but still without known developmental functions; Ceratopteris transcripts were present only in three groups. Because two of them are expressed in the root apical meristem, we suggest that their involvement in root development predates the separation of euphyllophytes.

We did not find any sequence related to *FEZ* in the Ceratopteris transcriptome, nor in the current version of the genome. Still, we assessed the evolutionary history of this protein (Supplementary Figure 15). The phylogenetic reconstruction of FEZ showed no orthologs of this TF neither in Ceratopteris nor in Azolla (Figure 6D). Nevertheless, we detected a possible copy of FEZ in Salvinia (Supplementary Figure 15); this was interesting due to the fact that Salvinia does not develop a root cap. We also found FEZ orthologs in other ferns and lycophytes, including *Selaginella moellendorffii* and *Isoëtes echisnospora*; the data suggest that this well-known root cap regulator was lost in Ceratopteris. We found three putative transcripts in the case of the *CUC* genes; two were expressed in the differentiated root (Figure 5C). 

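Of the 3 CUC labels in Fig. 6C, 1 could be read at the resolution at hand. transcript42129 had 14.7 ± 4.01 CPM (SD, n = 3) in the DR, 1.44 ± 0.547 in the RT and 1.503 ± 0.187 in the SH. The DR was above the mean of the other segments by 3.31 on the log2 scale (standard error 0.27, adjusted p = 8.07e-06 from edgeR's quasi-likelihood test), and between 3.17 and 3.52 with each library left out in turn.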

The other one was upregulated in the root tip and slightly expressed in the shoot organs, which may suggest that *CUC* expression could be overshadowed in the SH because the SAM was only a small portion of what we captured in this segment.

### Comparison with a public Ceratopteris RNA-seq dataset

While we were analyzing our RNA-seq data, another Ceratopteris transcriptome was published where they analyzed five different segments: stem (including SAM); leaves; leaf tips; roots; and root tips (Yu et al., 2020). We decided to take this recently available published dataset and compared it with our data (Yu et al., 2020). In the case of our dataset, we used the Hn-n strain since the reference genome was built for this cultivar., while the other RNA-seq dataset used RNWT1 strain. In addition, we selected root tips that belonged to root with active growth and dissect the root segments based on the different developmental stages. Comparison of two different RNA-seq dataset would allow to detect possible differences in gene expression due to different and specific sporophyte organs and to enrich transcriptional analysis in Ceratopteris sporophyte.

Multidimensional scaling analysis detected that the root tip datasets were arranged closely (Figure 7A), but separated from the other meristematic tissues, the stem and the leaf tip. It was interesting to notice that both root tips datasets distributed differently from the stem tissue in the MDS analysis since the root, as well as the leaves, have their origin from apical cell at the shoot apical meristem (Hou and Hill, 2002). The datasets from mature segments were also clustered together and separated from the meristematic tissues. These clustering patterns were also noticeable in the heatmap (Figure 7B), where the differences in mature parts are greater than between the meristematic tissues based on their positions of the cladogram.

**Figure 7:**
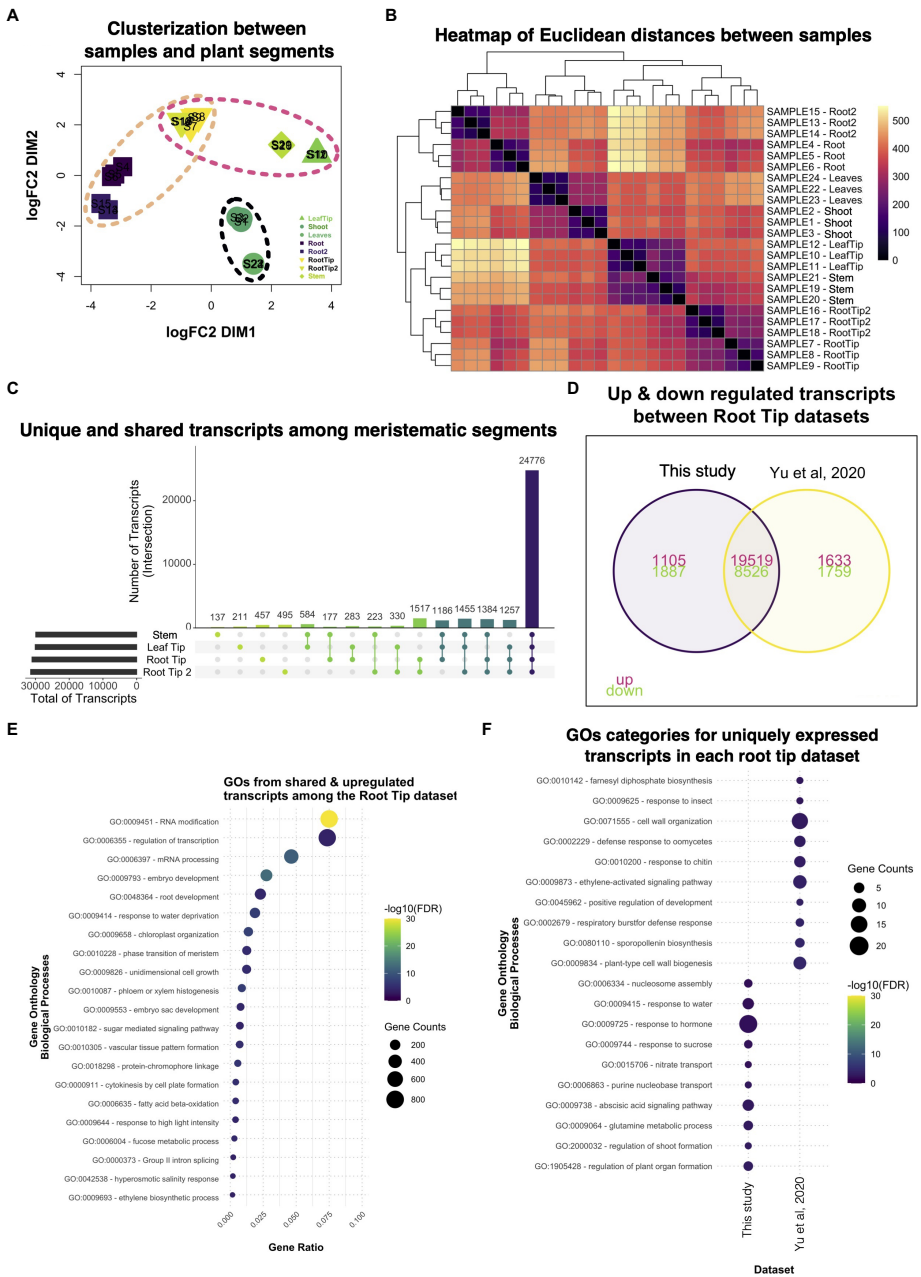
Comparative analysis between two different datasets of Ceratopteris sporophytic tissues. **(A)** Multidimensional scaling analysis to examine how similar and contrasting are the samples and plant parts of both datasets. **(B)** Heatmap showing the relatedness between samples and plant segments in the two datasets. **(C)** Plot showing the unique and shared transcripts between meristematic segments. **(D)** Venn diagram exhibiting how many transcripts are shared or unique among root tip datasets. **(E)** GO enrichment analysis of the shared transcripts between both root tips samples. **(F)** GO enrichment analysis of transcripts that are expressed uniquely in each root tip dataset.

We searched for genes expressed in each meristematic tissue since we wanted to know how many genes overlap between the tissues that harbor stem cells. From the public dataset, we found that the stem only had 137 specific genes; this segment also shared the most genes with the leaf tip in pairwise comparisons (Figure 7C). We decided to assess which GO categories were enriched for upregulated genes in all meristematic tissues (Supplementary Figure 16A). The GO terms fell into categories of regulation of gene expression, metabolic processes, and chromatin remodeling. Only a few GO terms were related to cell division processes. This could suggest that the diverse meristematic tissues do not harbor a similar population of mitotic-active cells or their stem cells, in the respective niches, do not divide as frequently as the root tip. One category that caught our attention was Embryogenesis, which indicates that meristematic tissues resemble the embryonic tissues during development.

Then, we decided to focus on the differences and similarities between the root tip dataset generated in our study and the public root tip dataset. We found that both datasets shared the largest number of genes (>1,500) in paired comparisons (Figure 7D). We also noticed that each dataset contained over 450 genes uniquely expressed even though they were the same type of segment. We identified GO terms related to gene transcription as the most enriched categories in shared transcripts of the root tip datasets (Figure 7E). Other important categories were developmental processes involved in the embryo, meristems, root, and vascular tissue formation, which includes mechanisms transcripts related to growth, pattern formation, and regulation. This data suggest that the root tips of both studies exhibit the transcriptomic fingerprint of an active meristematic tissue.

To detect differences between the datasets, we looked for GO terms for the uniquely expressed genes for each dataset (Figure 7F). Our RT dataset showed categories related to organ formation, response to hormones, and nucleosome modeling, which indicates a highly active and responsive root apical meristem. While Yu et al. (2020) dataset revealed enrichment in cell wall processes, development, and response to biotic stress. The appearance of different GO categories related to biotic stimuli in this dataset were like those found for the differentiated root (Figure 2B). Overall, both root tips datasets provided new insights into how the root apical meristem behaves at the molecular level in ferns and could be used in further studies to understand gene network conservation in the euphyllophytes roots.

Finally, since we detected a small number of genes exclusively expressed between the stem and the leaf tip of the public dataset, we determined GO enrichment for genes uniquely expressed in each of these segments. In the case of the leaf tip, we observed GO terms linked to hormone response, photosynthesis, and leaf development (Supplementary Figure 16B). For the stem, most GO terms were associated with the development of plant organs absent in ferns, such as anther, stigma, and style, suggesting that many regulators were co-opted for different developmental processes during plant evolution (Supplementary Figure 16B). This type of analysis will help understanding how genes behave in other plant lineages besides flowering plants.

## Discussion

### Ceratopteris root tip expresses genes conserved in vascular plants

Generation of transcriptomes from emerging model species encourages the assessment of the molecular mechanisms that evolved in these plants. Here, we report a *de novo* transcriptome assembly of *C. richardii*, a species that has been used as a fern model organism to understand the developmental processes in this plant lineage (Marchant, 2019). Studies incorporating transcriptomes for Ceratopteris were previously published from different organs, treatments, or developmental stages: spore germination, gametophyte development, and auxin response (Salmi et al., 2005; Bushart et al., 2013; Atallah et al., 2018; Mutte et al., 2018; Yu et al., 2020; Geng et al., 2021). While other transcriptome reports were focused in producing transcriptome assemblies for subsequent analyses, this is the first report where a Ceratopteris transcriptome has focused on a detailed analysis on gene expression in the root meristem and its comparisons against mature organs.

Each organ has its own transcriptional signature; therefore, performing differential gene expression analysis allowed the comparison of transcripts from different organs or organ segments that differ in their differentiation level and enables in future the analysis of the transcriptome changes upon development. This opens the possibility of detecting conserved gene circuits but also novel regulators for root development in this or related species in the fern lineage (Brady et al., 2006). Even though we only generated data from plants in optimal growth conditions, this dataset could be later used as default developmental stages.

Transcriptome analysis showed differences between the GO categories enriched for each tissue. RT showed enrichment in categories akin to organ development, meristem maintenance, and cell cycle processes, which are consistently associated to an active meristem. Related categories have been found in the meristematic regions of other plants. In Arabidopsis roots, sections that include the QC and the stem cell niche displayed GOs enriched in meristem determinacy and mitosis (Brady et al., 2007). Categories for DNA replication and cell cycle were detected in the RAM of *Oryza sativa* during a transcriptional analysis. Also, the presence of the cell wall organization, xyloglucan biosynthesis, and ethylene response categories in Ceratopteris root tip suggests that we captured the development processes of the root cap, as it was reported previously for the rice root cap (Takehisa et al., 2012).

Comparative analysis of Arabidopsis, rice and tomato, showed that genes related to cell division, cell wall biosynthesis, and transcriptional regulation were preferentially expressed in the root meristem, which suggests a conservation of a fundamental program for angiosperms’ root meristem (Kajala et al., 2021). Our results of Ceratopteris root meristem expression share similar functions found to be important in the development of the root meristem in flowering plants. Previous studies including meristematic root tissues from *Selaginella moellendorffii* showed that gene expression is conserved between orthologs of vascular plants. Root meristem genes predate the appearance of roots in tracheophytes, suggesting that these genes and their networks were co-opted from other developmental process (Huang and Schiefelbein, 2015; Ferrari et al., 2020). Based on the previous statements, we postulate that both vascular plant lineages, lycophytes, and euphyllophytes, may have arrived at the same outcome by independently co-opting a similar set of genes during root evolution.

### Transcription factors important for plant development have a conserved expression in Ceratopteris

One of the features in our data was that hormone response regulators for auxin (ARF) or cytokinin (ARR) did not showed a significant fold change in the root tip compared to other plant segments based on our cut-off of FC > 2. However, we found that ARF genes are preferentially expressed in the differentiated root, as well as in the shoot (Figure 3A). Other TF families were identified to be preferentially expressed in the root tip. One of those was the specific expression of the members E2F/DP gene family in Ceratopteris root tip, which confirms the proliferative state of this tissue. In Arabidopsis, these genes have high expression in the root meristem. Other genes involved in cell cycle progression were reported to be also expressed in Arabidopsis root tip, such as CDKs and CYCLINs (de Almeida Engler et al., 2009; Sánchez-Camargo et al., 2021). Further studies will be required to test if the expression of RBR orthologs in the Ceratopteris root tip implies the direct interaction with CDKs to regulate the G1-S checkpoint in the cell cycle.

The *LEAFY* (*LFY*) genes were found exclusively expressed in the shoot. This data are concordant with a previous report in Ceratopteris, where *LFY* presented a species-specific duplication and at least one of the copies was found expressed only in the SAM and leaves (Plackett et al., 2018). The preferential expression of specific transcription factors between the different organs of Ceratopteris indicates an intricate network of interactions that would generate a unique repertoire of target genes. These differences would produce the proper developmental processes that shape the formation of a complete plant body.

While there are several genes involved in stem cell maintenance in the apical meristems of flowering plants, we decided to focus on the *WOX* genes since they were expressed in the root tip of Ceratopteris (Figure 3A). A few reports have been published about their presence or function in other vascular plants (Nardmann and Werr, 2012; Ge et al., 2016; Youngstrom et al., 2019). In Ceratopteris RAM, we detected the expression of members from the three different *WOX* lineages. 

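CriWOXA, as the paper's text numbers it (transcript45206), had 4.17 ± 2.74 CPM (SD, n = 3) in the RT, 0.408 ± 0.227 in the DR and 2.10 ± 0.567 in the SH. Against the mean of the other segments its log2 fold change in the RT was 2.17 (standard error 0.47, adjusted p = 0.00304 from edgeR's quasi-likelihood test). The RT exceeded the DR alone by 3.34 (adjusted p = 0.0013), while its difference from the SH alone, 0.99, was not past 0.05 (adjusted p = 0.153), and RT replicate 1 (1.48 CPM) lay below all 3 SH libraries. Supplementary Figure 6 gives this number to CriWOXB.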

The genes *CriWOXA* (transcript45206; *WOX9* clade) and *CriWUL* (transcript86941; *WUS* clade) were upregulated in the root tip dataset compared to the other segments. This result coincides with a previous study where the expression of both genes was detected in Ceratopteris root tip by *in situ* hybridization assays (Nardmann and Werr, 2012). The function of these genes in Ceratopteris root still remains unanswered. But, both genes are upregulated in ectopic root primordia of Ceratopteris after auxin treatment, which suggests a possible role in root initiation (Yu et al., 2020).

Moreover, *CriWOXB* (transcript86378; *WOX9* clade) was only differentially expressed in the differentiated root. 

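transcript86378 had 31.3 ± 12.6 CPM (SD, n = 3) in the DR, 4.61 ± 1.98 in the RT and 1.08 ± 0.145 in the SH. Its log2 fold change in the DR was 3.80 (standard error 0.31, adjusted p = 8.66e-06 from edgeR's quasi-likelihood test), and between 3.42 and 3.97 with each library left out. In the RT the fold change against the mean of the other segments was -0.34 (adjusted p = 0.41), and -0.02 without RT replicate 2 (adjusted p = 0.964). With a weight per library in limma, from weights that had not converged, it was -0.75 (adjusted p = 0.0183). The adjusted p ranged from 0.000199 to 0.964 over all settings, comparisons with single segments included. The RT was above the SH alone by 2.09 on the log2 scale (adjusted p = 0.00156). Supplementary Figure 6 gives this number to CriWOXA.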

The result contrasts with previous reports since it was also found in the root tip and other proliferative tissues, such as leaf and shoot apical meristems (Nardmann and Werr, 2012; Youngstrom et al., 2019). This could be due to *CriWOXB* being mainly expressed during lateral root (LR) formation.

Both *CriWOXA* and *CriWOXB* genes belong to the *WOX9* clade of this gene family. Their orthologs are *WOX8* and *WOX9*, which are important for proper embryo development of different seed plants and for meristem maintenance in Arabidopsis (Wu et al., 2005; Breuninger et al., 2008; Ueda et al., 2011; Zhu et al., 2014). In Arabidopsis, *AthWOX8* and *AthWOX9* precede the expression of *AthWOX5* in the embryo. In Ceratopteris, *in vitro* assays have shown that CriWOXA activates the expression of *CriWUL*. This could indicate a conserved mechanism where *WOX9* genes activate *WUS* genes (Yu et al., 2020). It would be interesting to assess if this mechanism is conserved during Ceratopteris embryo development, mainly in the specification of the first root apical cell.

### The evolution of the CYCD-RBR-SCR-SHR network

The specification of the cortex and endodermis is one of the best characterized developmental processes in Arabidopsis. A set of essential players for this mechanism has been identified in different studies including the GRAS domain proteins SCR and SHR, and the cell cycle regulator RBR (Scheres et al., 1995; di Laurenzio et al., 1996; Helariutta et al., 2000; Cruz-Ramírez et al., 2012). Throughout phylogenetic reconstruction, we identified possible orthologous genes for the different members of this gene circuit. This is the first report, as far as we know, that has evaluated the evolution of CYCDs using members from all extant groups of streptophytes. A similar phylogenetic reconstruction was previously reported using three different angiosperms and one bryophyte, but it did not cover the whole plant diversity (Menges et al., 2007). Overall, we detected that CYCDs split into two main lineages, one only present in euphyllophytes following extensive rounds of duplication. Our data suggest that gene duplications of the second clade occurred independently in ferns and seed plants. This indicates that there is no direct ortholog for AthCYCD6;1 in Ceratopteris, but any of the CYCDs present in this fern could potentially function as part of the CYCD-CDK complexes that interact and phosphorylate RBR.

In ferns, the evolution of RBR suggests a lineage-specific duplication present in all lineages but Equisetales. While *RBR* is maintained as a single copy in many plant lineages and species, we can detect duplications that are species-specific. Duplication events of this gene that are consistent throughout a whole plant lineage are very rare. Only in monocots, a persistent duplication has been detected (Lendvai et al., 2007; Desvoyes et al., 2014). In maize, members from both lineages may have different roles. While *RBR1* is constitutively expressed, *RBR3* is only expressed during mitosis (Sabelli et al., 2005). Nevertheless, *CriRBR2* was highly expressed in the root tip compared to *CriRBR1*, which could indicate a divergence in the expression pattern or a possible function for meristematic or proliferative tissues.

Since the families of GRAS TFs contain several members in diverse studied plant species, the evolution of this family is rather complex. A previous report has untangled the evolution of all the different GRAS domain proteins by separating them in orthogroups or predicted (sub)gene families (Geng et al., 2021). As similar as our approach, both SCR and SHR were found in individual orthogroups. Moreover, we found that SCR arose from duplication, possibly at the base of seed plants. The γSCR, the other product of this duplication was found in ferns, gymnosperms, and only a few angiosperms. The *γSCR* from tomato was observed highly expressed during arbuscular mycorrhizal development and this gene may play an important role in controlling arbuscular colonization (Ho-Plágaro et al., 2019). In *Medicago truncatula*, a similar function was found, since this gene is an important regulator of nodulation during legume-rhizobium symbiosis (Kim and Nam, 2013). While reconstructing the phylogeny of SCR closest relatives, we did not find any evidence of a *SCL23* copy. In fact, this duplication event occurred at the base of angiosperms; this copy is considered the closest relative to SCR and has also a function in the ground tissue of Arabidopsis (Long et al., 2015). 

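The SCL28 transcript (transcript45117) had 31.2 ± 9.78 CPM (SD, n = 3) in the RT, 0.9595 ± 0.607 in the DR and 7.995 ± 0.428 in the SH. The difference between the RT and the mean of the other segments was 3.49 on the log2 scale (standard error 0.30, adjusted p = 1.12e-05 from edgeR's quasi-likelihood test).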

Besides, we discovered the presence of a possible ortholog for *AthSCL28*, which was also found to be differentially expressed at the root tip. AthSCL28 has an important role during the mitotic phase at Arabidopsis root meristem (Goldy et al., 2021).

For SHR, we also detected a possible duplication event in the common ancestor of angiosperms, but this SHR-like copy was not present in all the species analyzed. In tomato, this *SHR-like* gene has been associated with cell proliferation during leaf development and was slightly upregulated during arbuscular mycorrhizal development (Coneva et al., 2017; Ho-Plágaro et al., 2019). For the possible *SHR* orthologs in ferns, this gene was present in this plant lineage including Ceratopteris. The *SHR* ortholog gene was also positively expressed in Ceratopteris root tip, suggesting a possible role in root meristem development. *SHR* function has been related to radial patterning and cell fate specification (Scheres et al., 1995; Helariutta et al., 2000; Nakajima et al., 2001). The symplastic movement of SHR is conserved among several angiosperms and even expanded to other cell layers in the root; nevertheless, the assessment of CriSHR protein moving through Ceratopteris root tissues would be interesting since a high number of plasmodesma connections have been detected in the root meristems of ferns. In addition, the conservation of CriSCR-CriSHR interaction needs to be tested in order to understand if their physical interaction has been preserve during evolution (Cui et al., 2007; Henry et al., 2017; Imaichi et al., 2018; Xiao et al., 2019; Dong et al., 2021; Kajala et al., 2021). In general, the conservation of all these genes, i.e., SCR, SHR, and RBR, and their expression in the root tip, may indicate a similar role of this whole gene circuit as observed in seed plants.

### Differences between different root tip expression datasets

We also compared our transcriptome datasets with recently published RNA-seq samples from five different segments of Ceratopteris (Yu et al., 2020). The published dataset came from a study aimed at studying the function of auxin during root initiation; and it gave us the opportunity to compare the dataset and detect consistency of gene expression between tissues. Overall, both root tip datasets grouped together, but we detected certain transcripts that were present in only one of the datasets. Some of the reasons related to these differences could be due to the actual longitudinal position from where the root tip explant was excised, that samples were in different developmental stages at the time of tissue harvesting or the confounding effects generated from different laboratories (Kajala et al., 2021). From transcripts present only in the Yu et al. (2020) dataset, we found GO categories associated with the mature root such as ethylene response and defense response; this could suggest that probably this segment was already entering a meristem termination program.

An interesting category in the public dataset was related to the biosynthesis of sporopollenin, and while this process is carried out during spore development, it may share some enzymes with the biosynthesis of aromatic compounds or acyl lipids associated with differentiation like suberin and lignin (Wang et al., 2018). The presence of these categories in the root tip could imply the exhaustion of the RAM, a process that we previously observed indirectly during a Ceratopteris root growth analysis (Aragón-Raygoza et al., 2020). Actually, a previous report indicates that the metabolism of aromatic amino acids is enriched during the terminal developmental stage of the root meristem in the cacti *Pachycereus pringlei* and resembles the differentiation zone of Arabidopsis root (Rodriguez-Alonso et al., 2018). While the root meristems of both organisms have different structures, the mechanisms relying on meristem termination or tissue differentiation could be conserved. Still, both root tip dataset shared functions related to cell division and transcription regulation which indicates meristematic activity.

There is a growing interest in exploring the evolution of plants throughout their diversity. Gene expression data presented, such as the one reported in this work for Ceratopteris, represents a useful resource to assess transcriptional programs in ferns and to better understand the molecular adaptations for this lineage. The characterization of transcriptional signatures of organs and developmental transitions is providing important knowledge to study plant biology with insights into the evolution of the plant body. These new data is being valuable to identify conserved gene modules that are expressed in the root apical meristem across euphyllophytes, as we presented two different examples of genes involved in different roles of root development in Arabidopsis, from the ground tissue specification and root cap maturation. However, further functional genetic analyses are needed in order to uncover the role of all these different genes. Similar analyses for other parts of Ceratopteris such as the embryo or fertile leaves will allow understanding the differences of these structures that differ greatly from other lineages. Also, they will allow deciphering the different paths that plants have followed during their evolution to persist on the current ecosystems.

## Data availability statement

*C. richardii* RNA-seq data generated for this study can be found in NCBI GEO repository under the accession number GSE207873.

## Author contributions

AA-R and AC-R conceived the project. AA-R, AC-R, and LH-E designed the experiments. AC-R supervised the project. AA-R performed the experiments, and analyzed the data and wrote the manuscript. All authors helped in the interpretation of results and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

AA-R was financially supported by a CONACyT PhD Fellowship (No. 421596).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transcriptional analysis of Ceratopteris richardii young sporophyte reveals conservation of stem cell factors in the root apical meristem
**Source:** Front Plant Sci. 2022 Aug 11;13:924660. doi: 10.3389/fpls.2022.924660
**Supplement:** Supplementary file 1

## Supplementary Material

### 1 Supplementary Figures and Tables

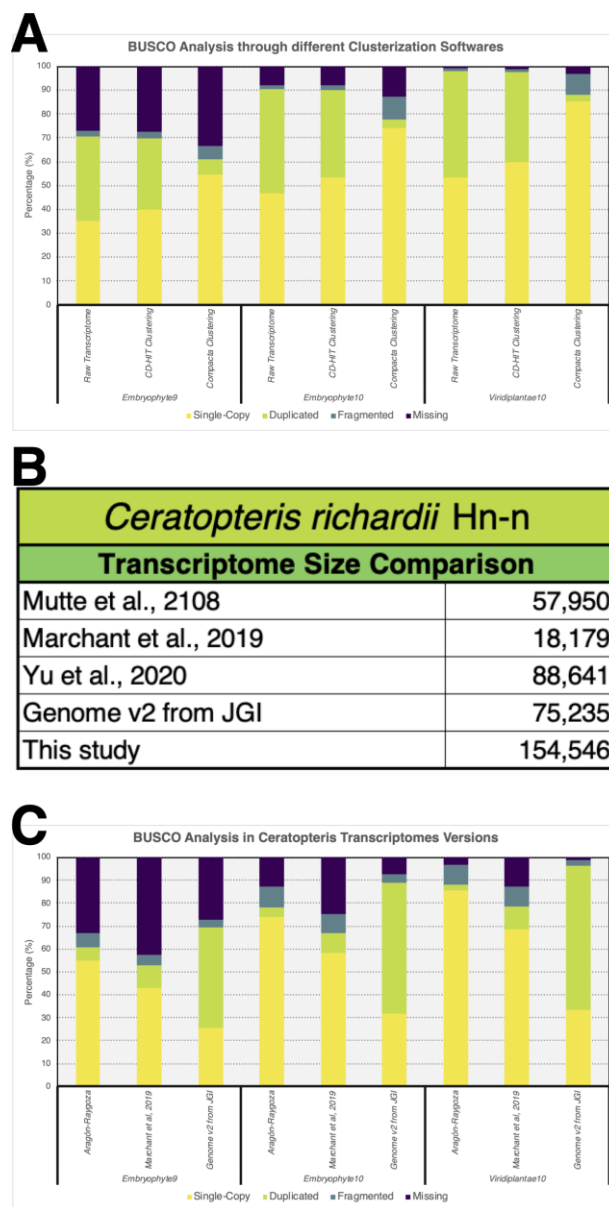

**Supplementary Figure 1. Assessment of the transcriptome completeness.** (A) Comparison of gene content during the different steps of transcriptome clusterization while using all the BUSCO databases for plants. (B) Table comparing the transcripts number between reported *Ceratopteris* transcriptomes. (C) Comparison of gene content between different versions of the *Ceratopteris* predicted transcriptome (from the genome) and the *de novo* transcriptome using the BUSCO Plants databases.

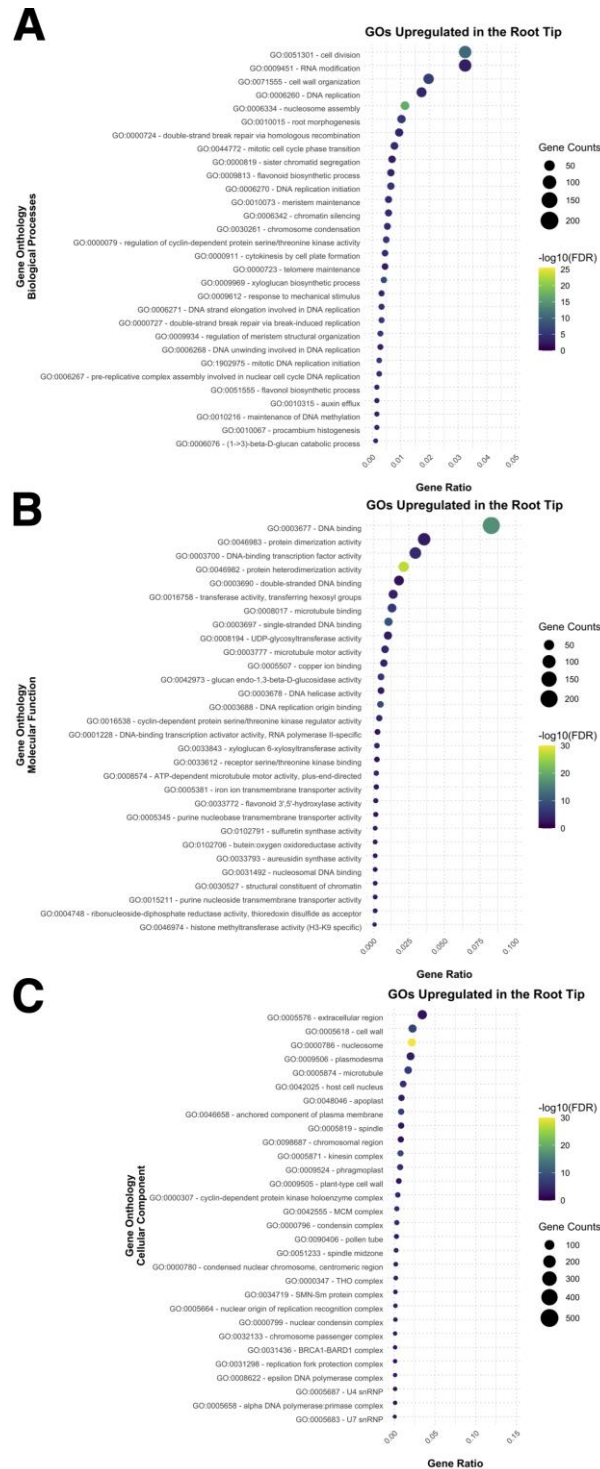

**Supplementary Figure 2. Gene ontology analysis for upregulated transcripts in the root tip: biological processes (A; expanded enrichment list), molecular function (B), and cellular compartments (C).**

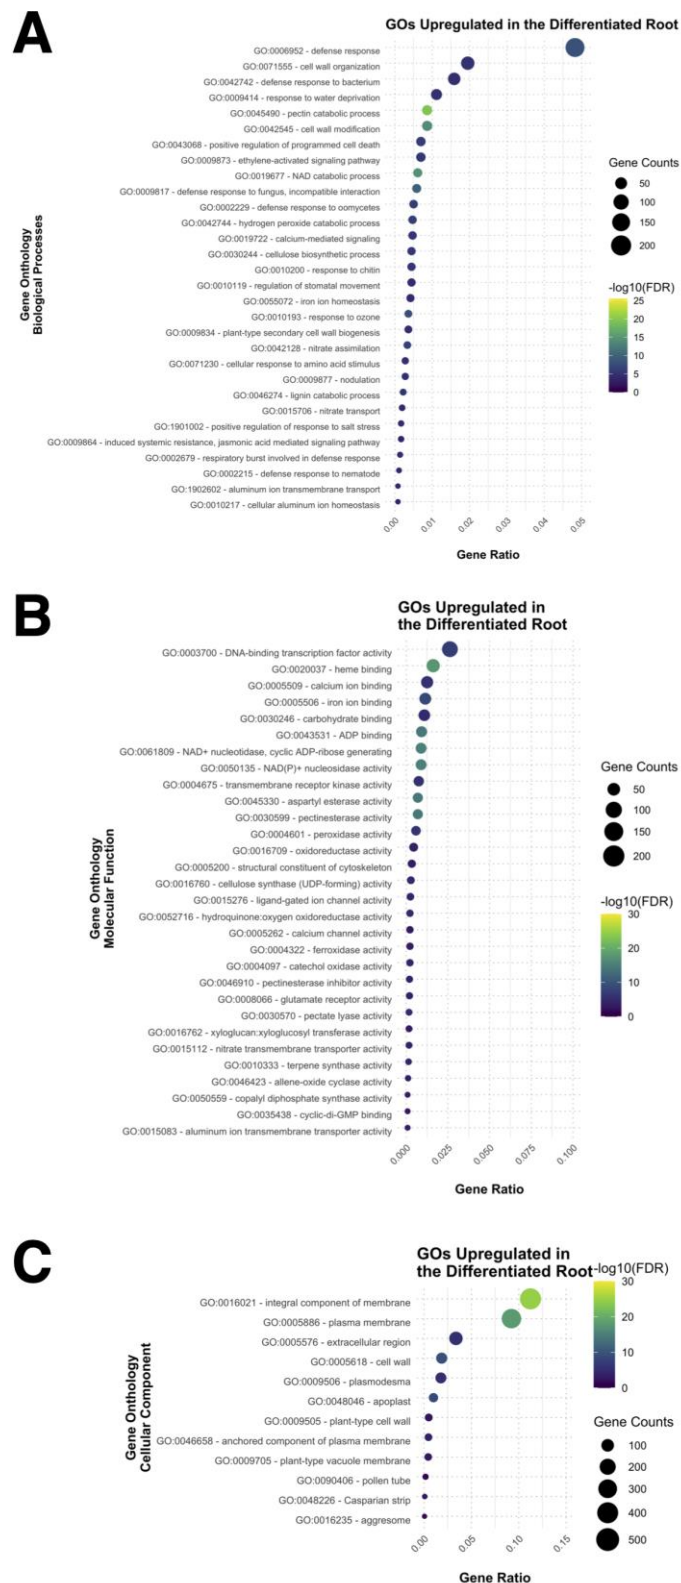

**Supplementary Figure 3. Gene ontology analysis for upregulated transcripts in the differentiated root: biological processes (A; expanded enrichment list), molecular function (B), and cellular compartments (C).**

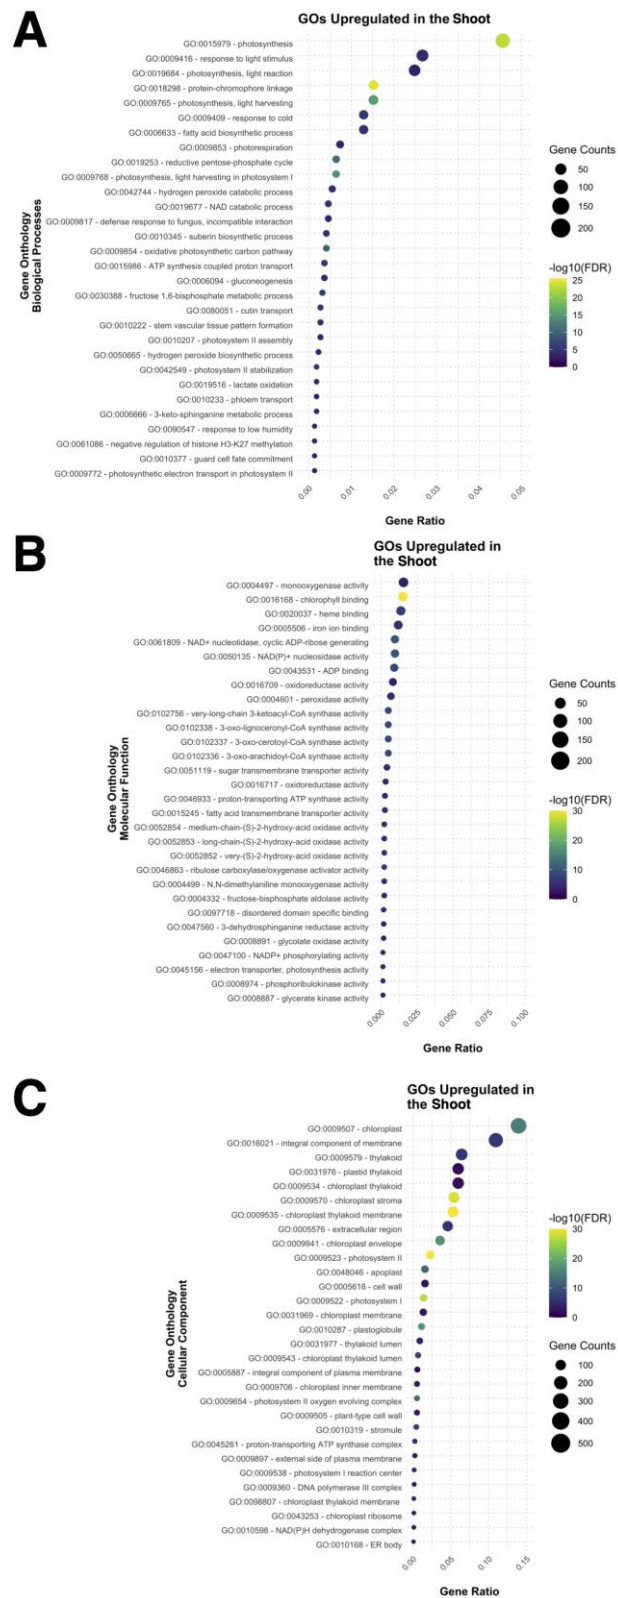

**Supplementary Figure 4. Gene ontology analysis for upregulated transcripts in the leaves and shoot: biological processes (A; expanded enrichment list), molecular function (B), and cellular compartments (C).**

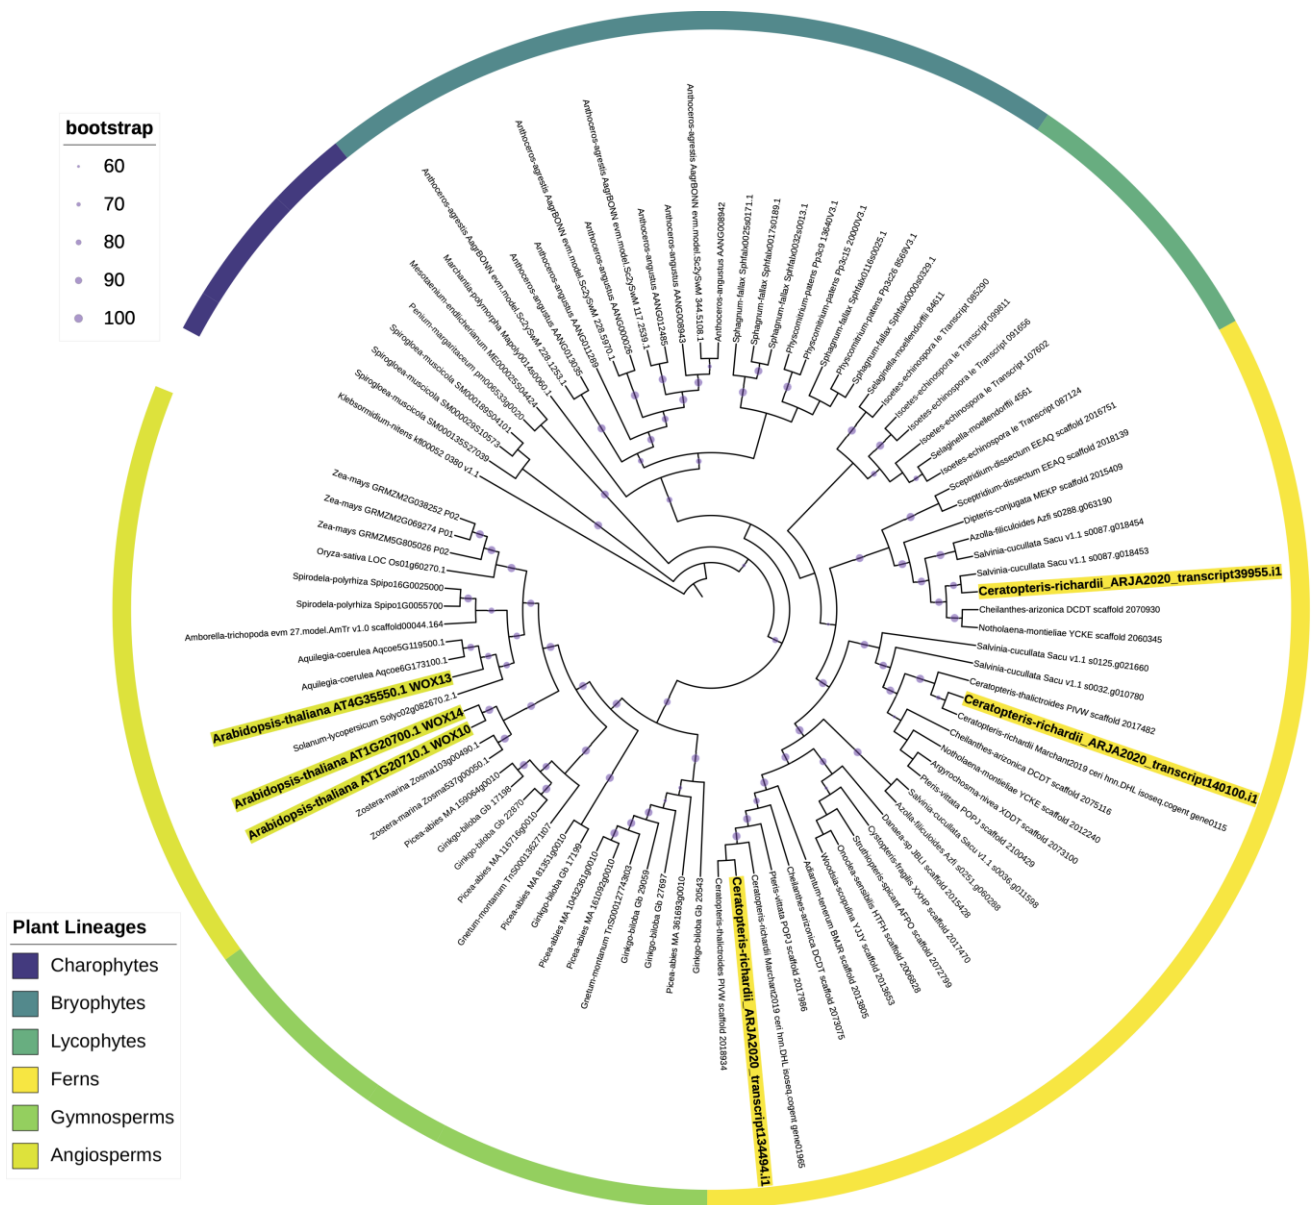

**Supplementary Figure 5. Phylogenetic reconstruction for WOX13 in the Streptophyte lineage.** Only bootstrap values greater than 60 are shown in the branches. Best-fit model of amino acid substitution: JTT+G. Branch lengths were not considered to improve visualization.

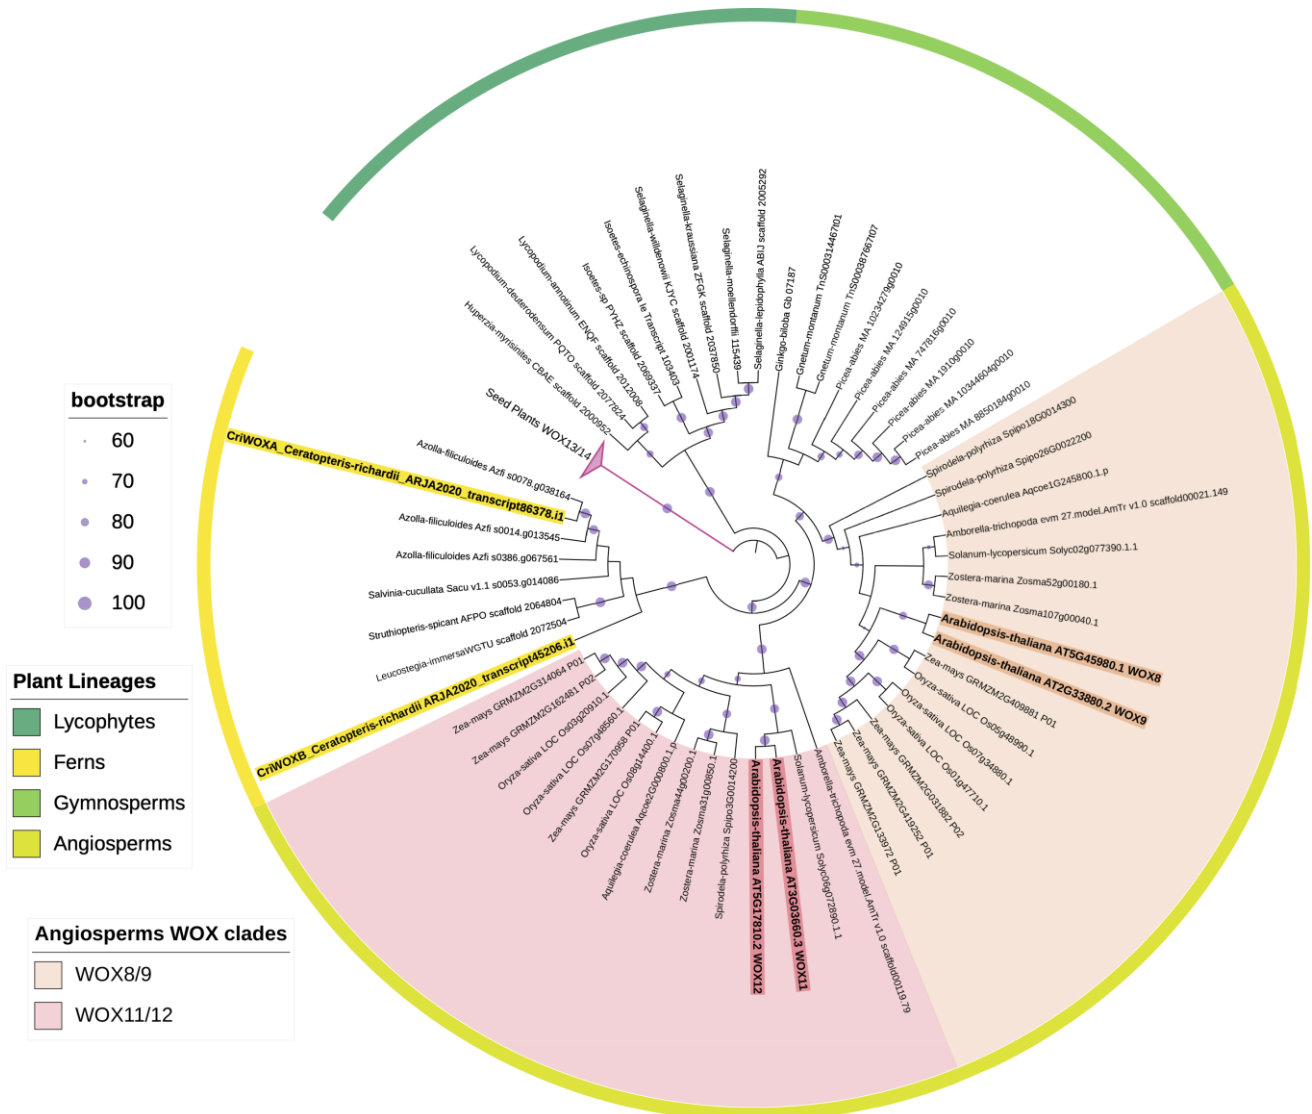

**Supplementary Figure 6. Phylogenetic reconstruction for WOX9 in the Tracheophyte lineage.** Only bootstrap values greater than 60 are shown in the branches. Best-fit model of amino acid substitution: JTT-DCMut+F+I+G. Branch lengths were not considered to improve visualization.

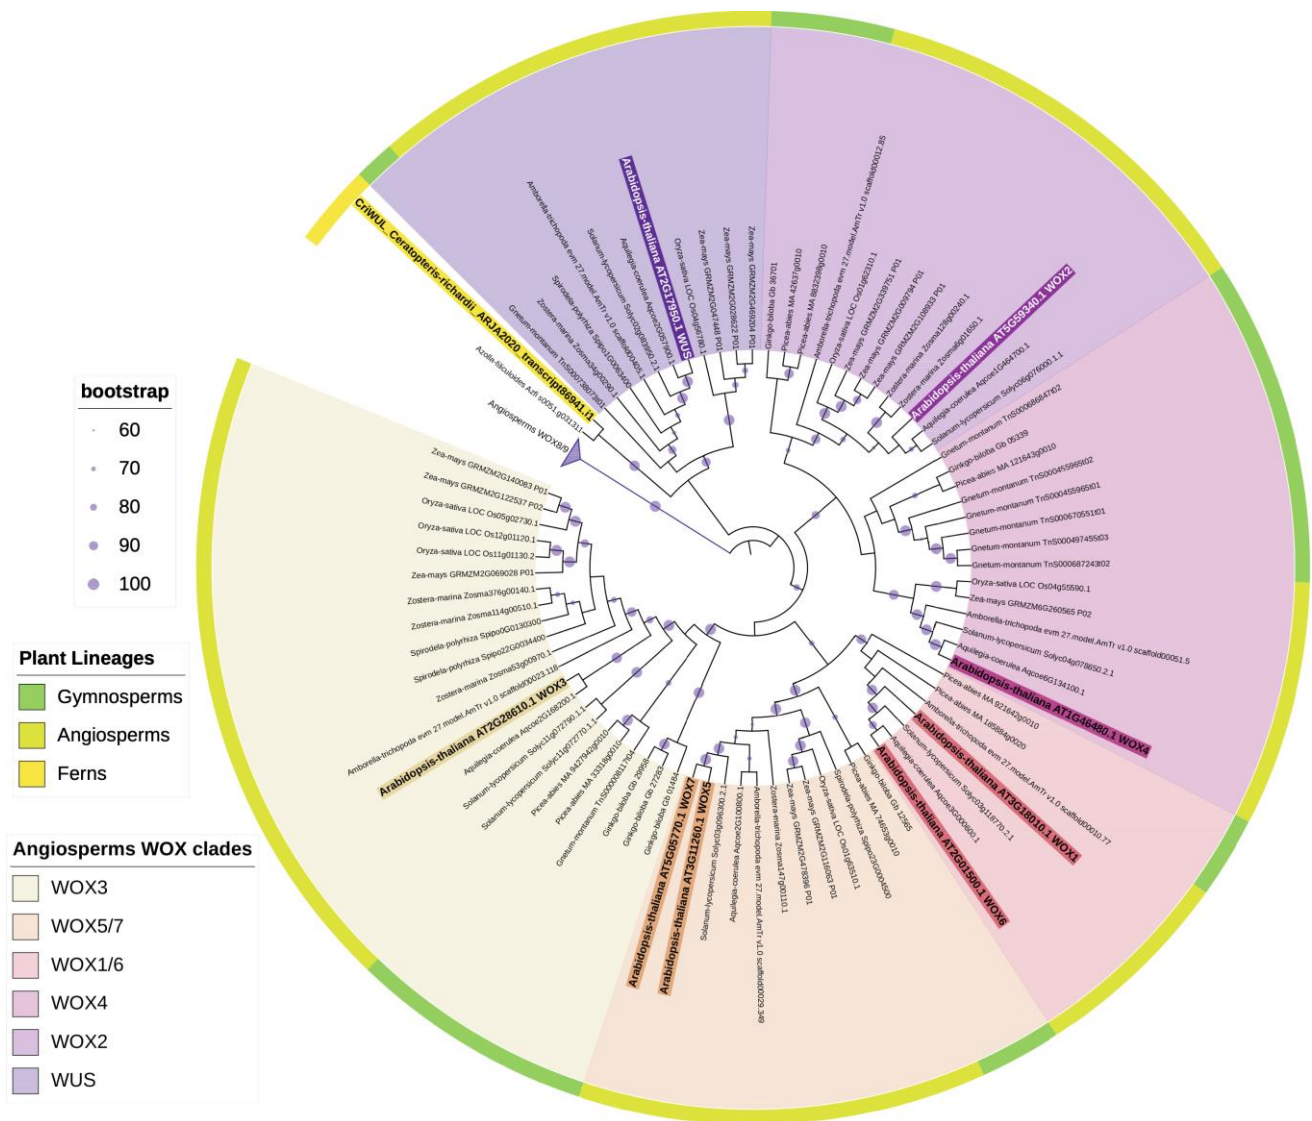

**Supplementary Figure 7. Phylogenetic reconstruction for WUS in the Euphyllophyte lineage.** Only bootstrap values greater than 60 are shown in the branches. Best-fit model of amino acid substitution: JTT+F+I+G. Branch lengths were not considered to improve visualization.

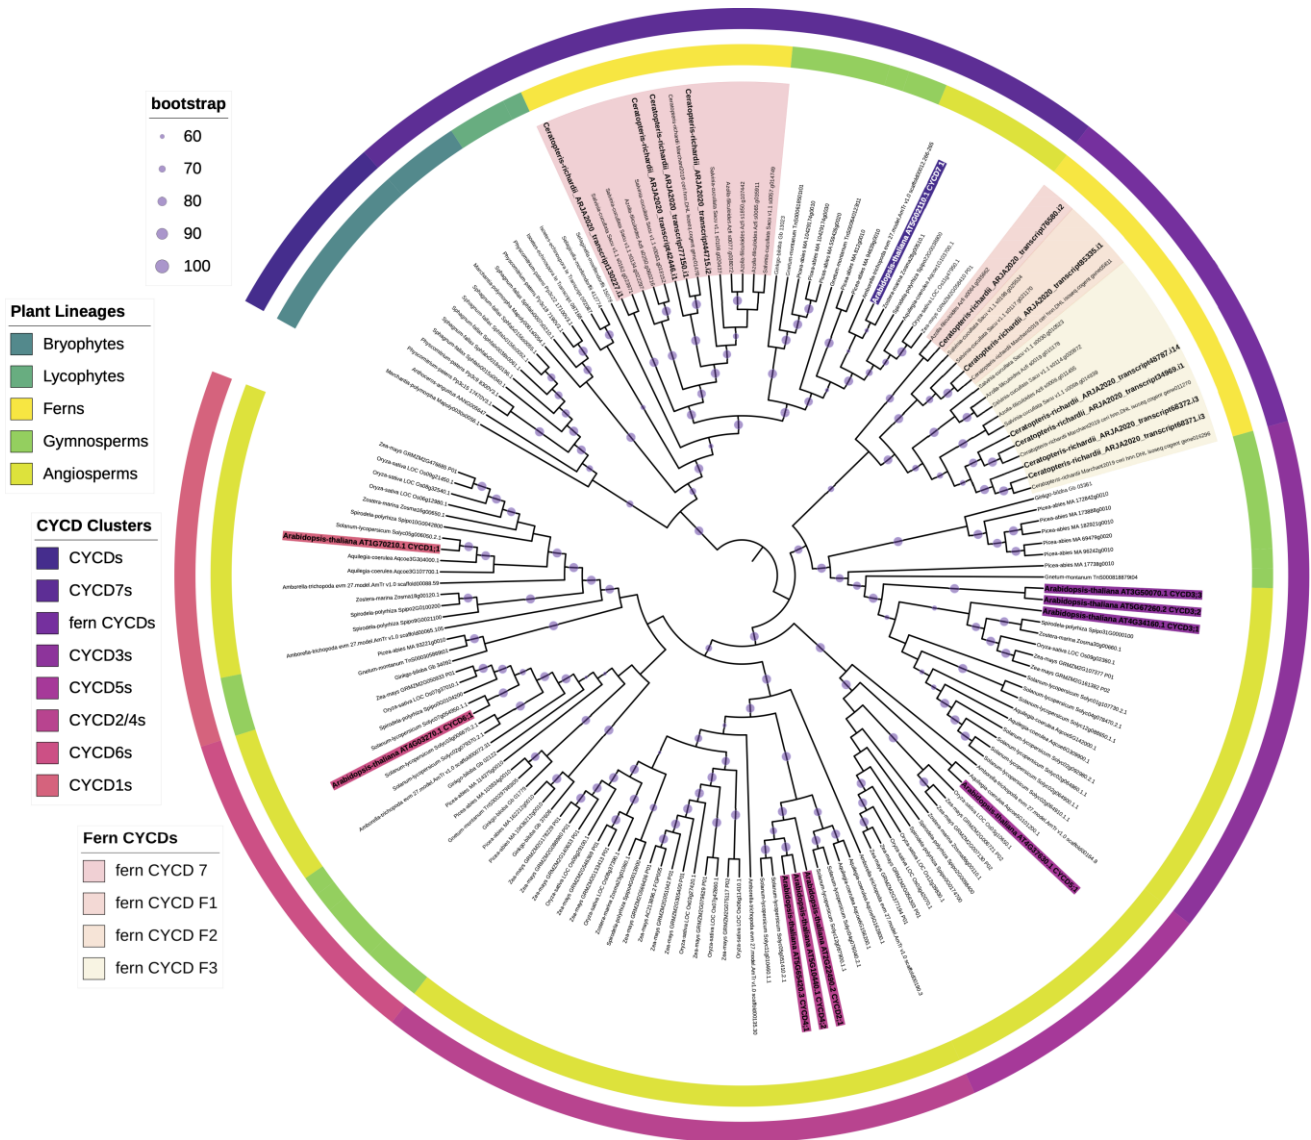

**Supplementary Figure 8. Phylogenetic reconstruction for all the CYCDs in the Streptophyte lineage.** Only bootstrap values greater than 60 are shown in the branches. Best-fit model of amino acid substitution: JTT+F+G. Branch lengths were not considered to improve visualization.

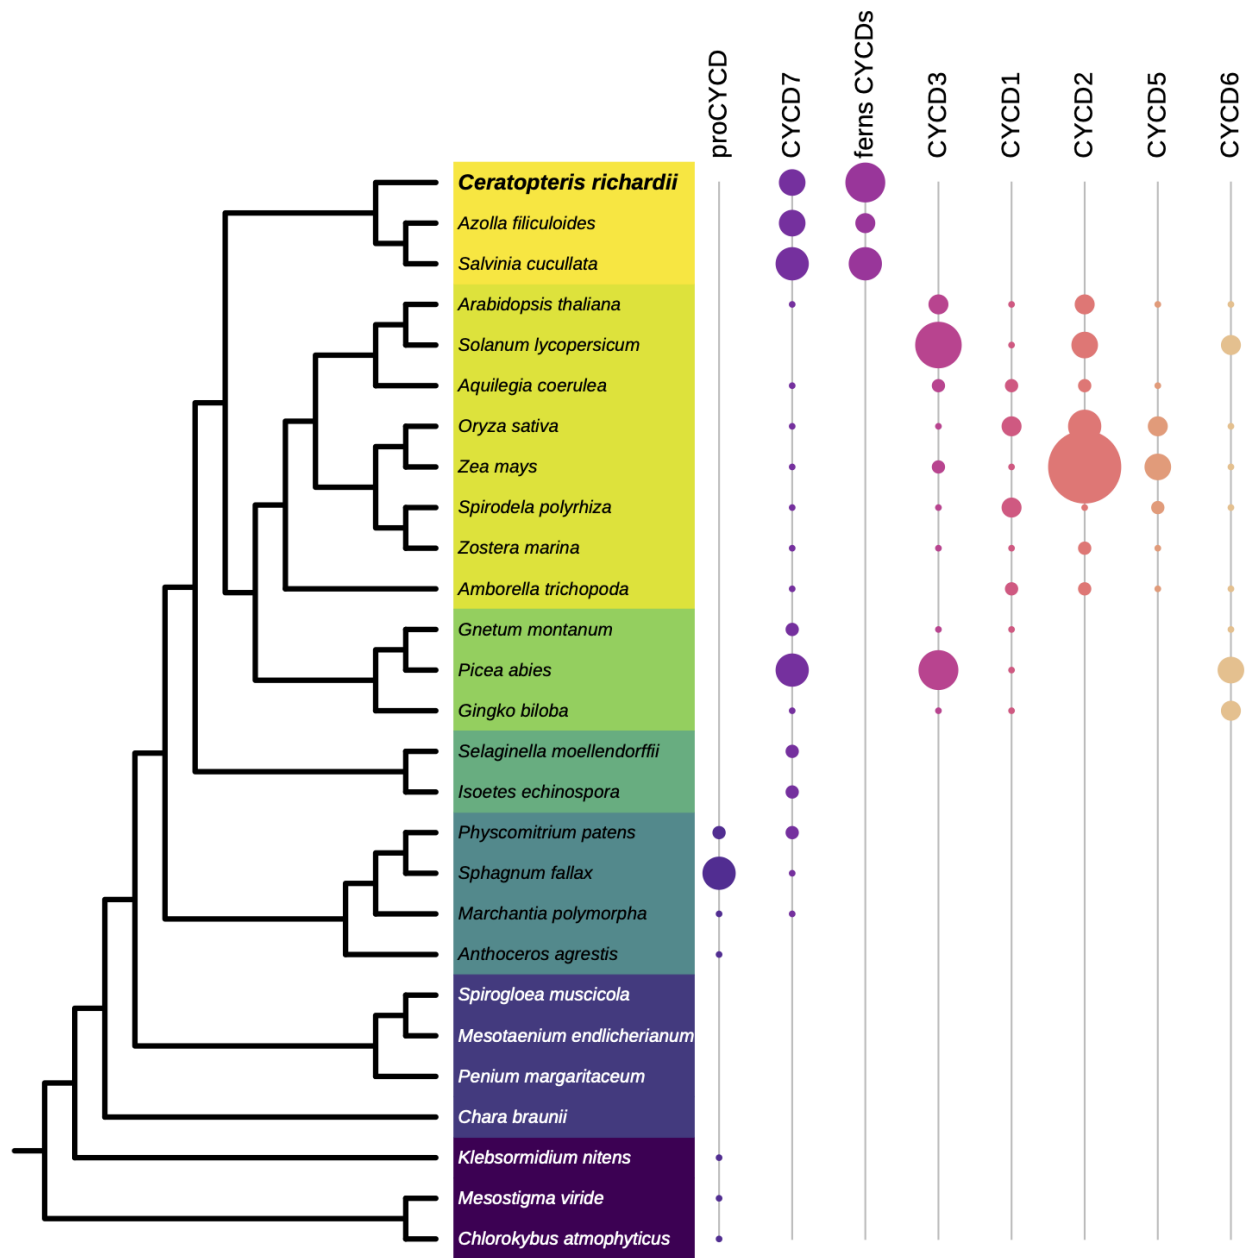

**Supplementary Figure 9. Schematic representation of the presence and absence of orthologs for the different CYCDs clades throughout plant phylogeny.**

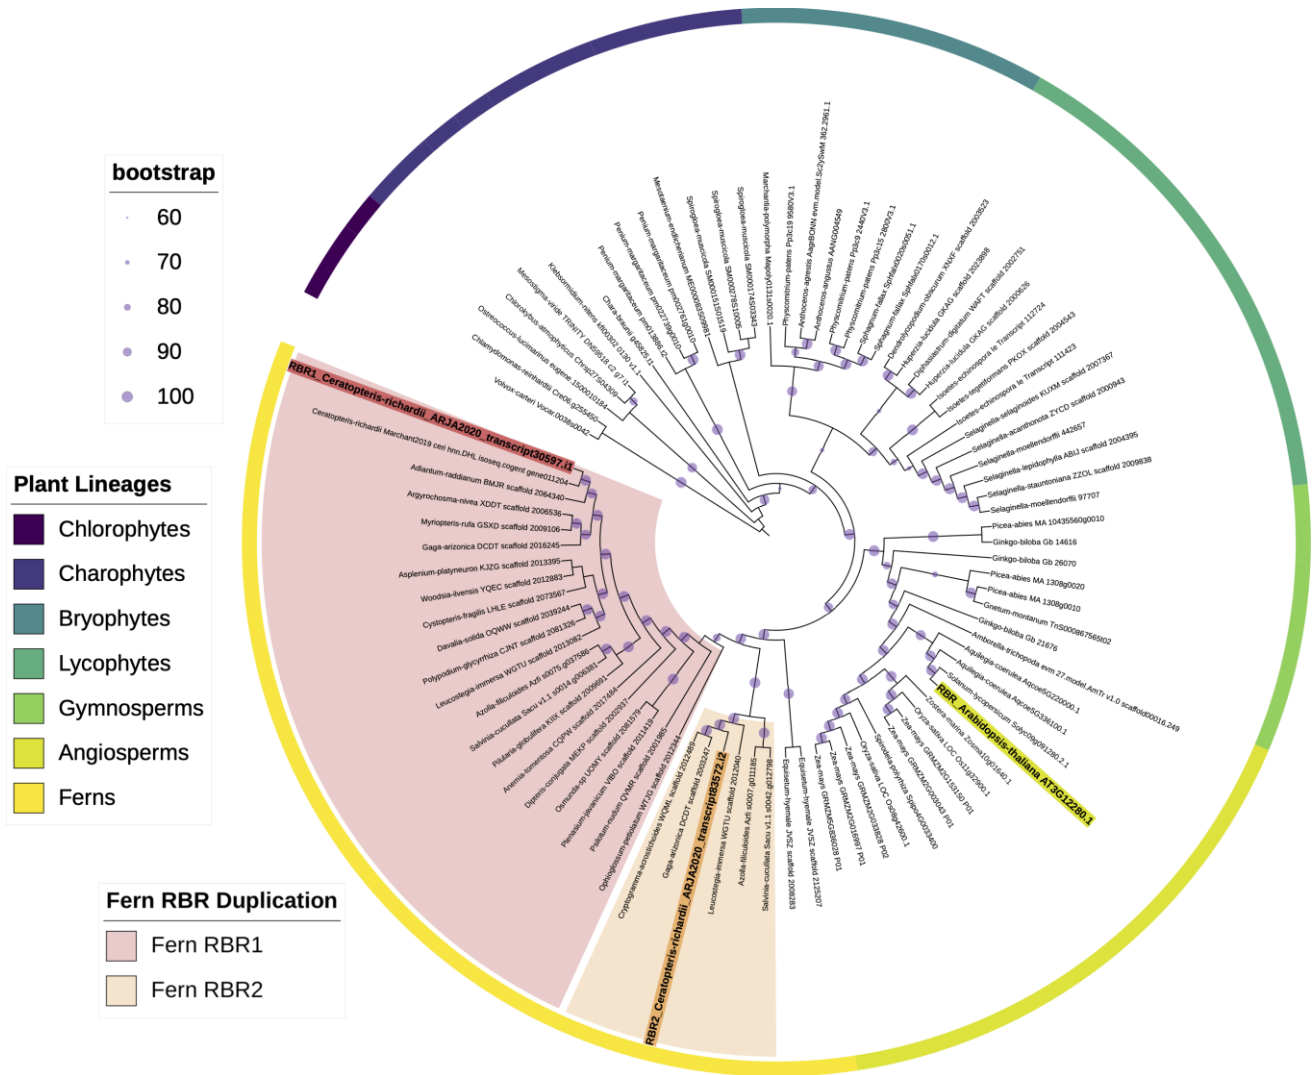

**Supplementary Figure 10. Phylogenetic reconstruction for RBR in the Viridiplantae lineage.** Only bootstrap values greater than 60 are shown in the branches. Best-fit model of amino acid substitution: JTT+F+I+G. Branch lengths were not considered to improve visualization.

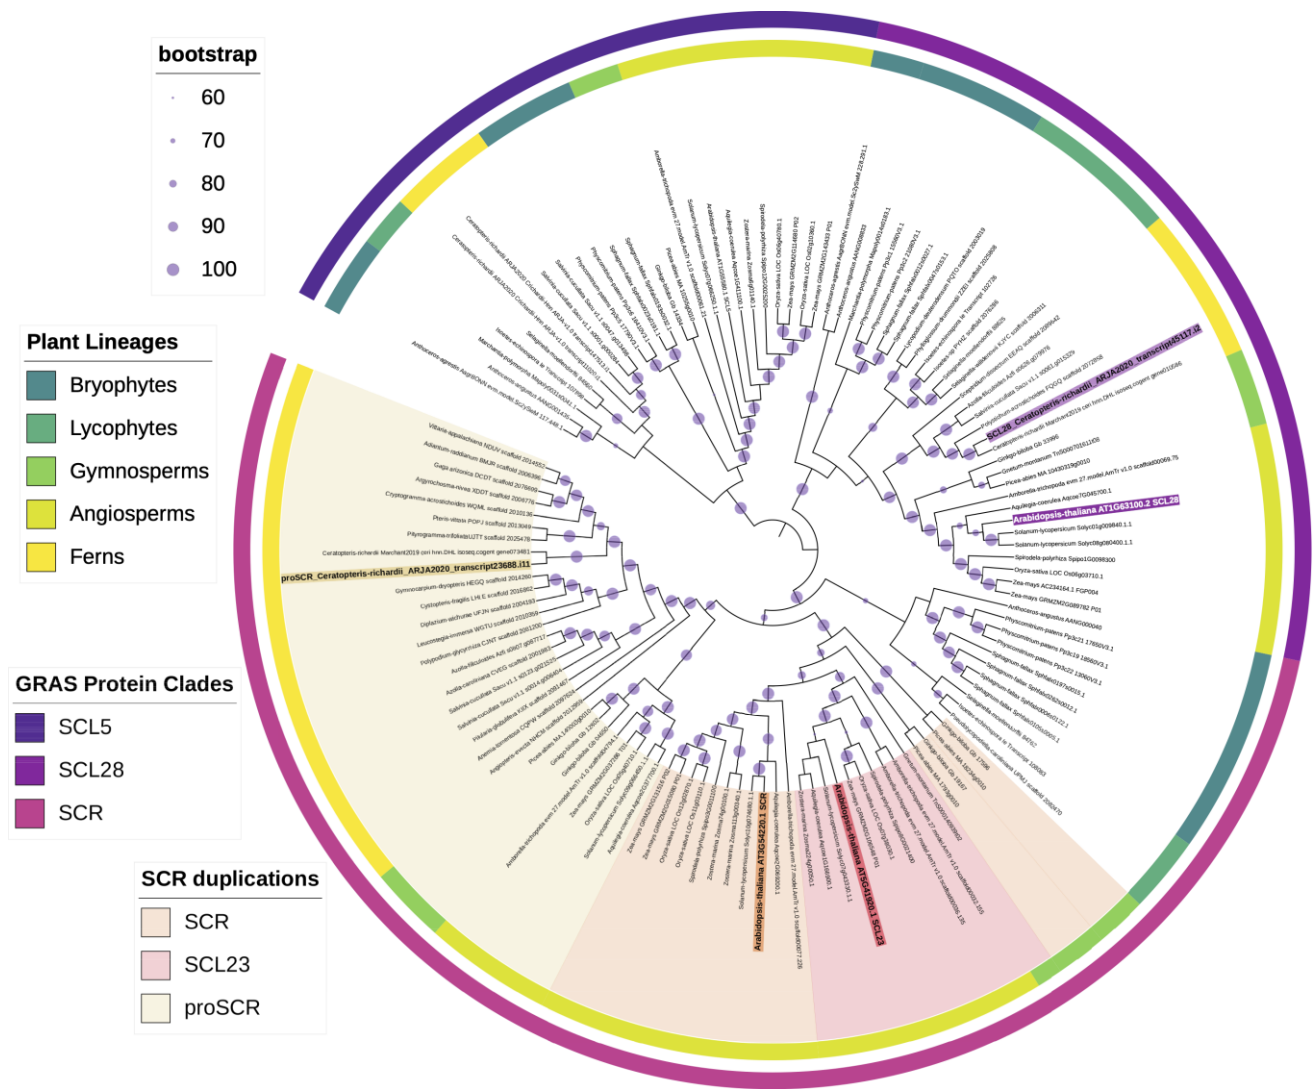

**Supplementary Figure 11. Phylogenetic reconstruction for SCR in the Streptophyte lineage.** Only bootstrap values greater than 60 are shown in the branches. Best-fit model of amino acid substitution: JTT+F+I+G. Branch lengths were not considered to improve visualization.

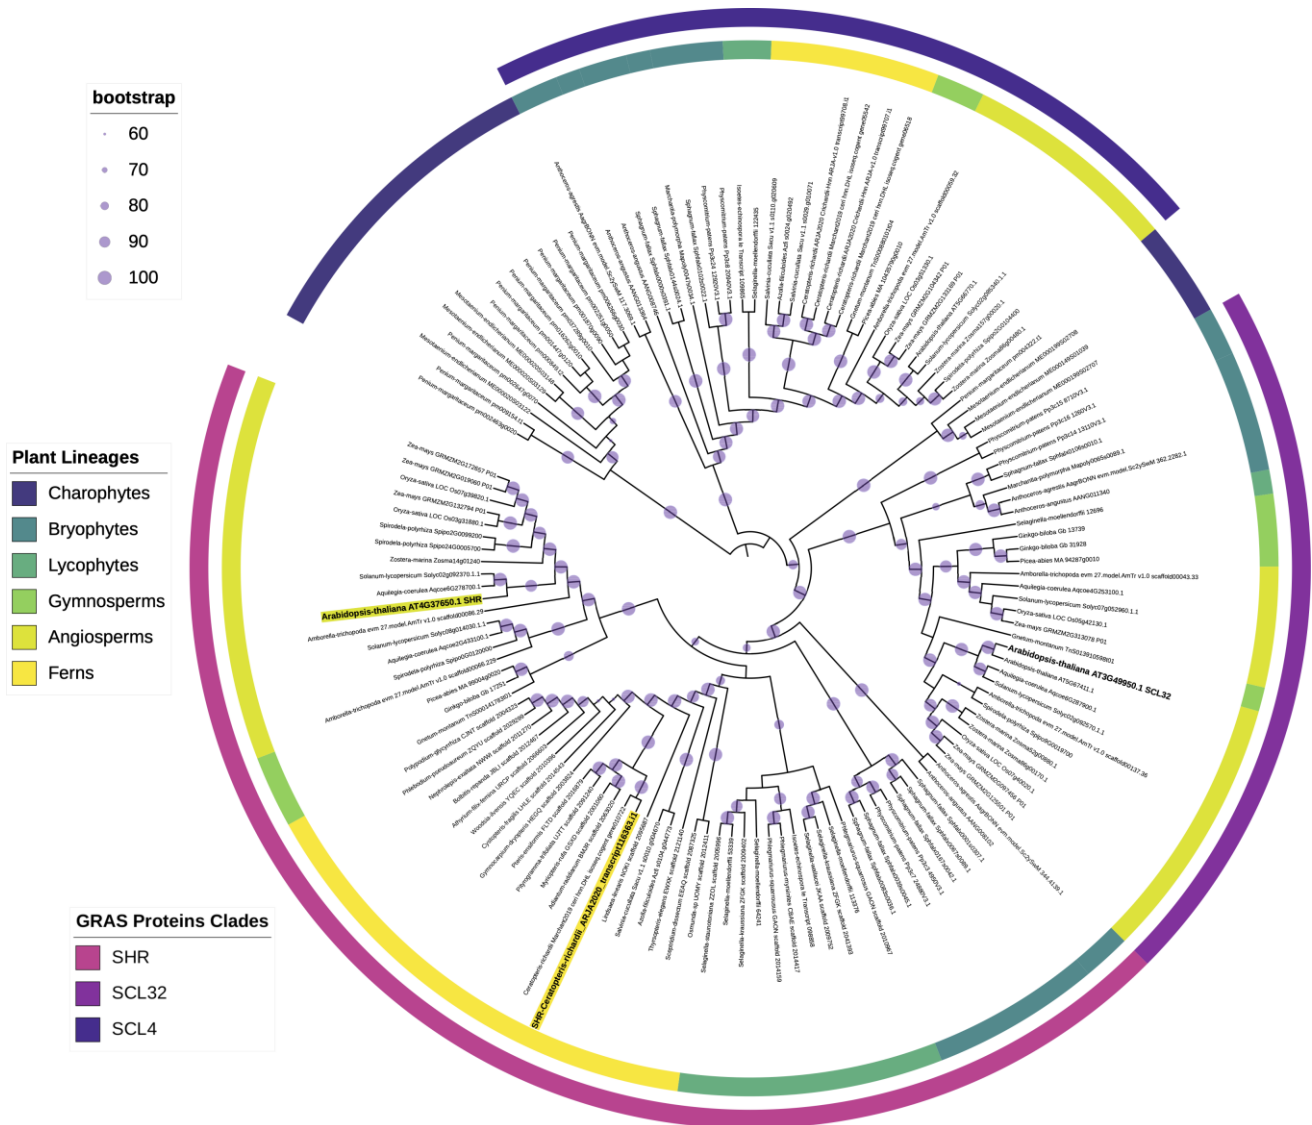

**Supplementary Figure 12. Phylogenetic reconstruction for SHR in the Streptophyte lineage.** Only bootstrap values greater than 60 are shown in the branches. Best-fit model of amino acid substitution: JTT+F+I+G. Branch lengths were not considered to improve visualization.

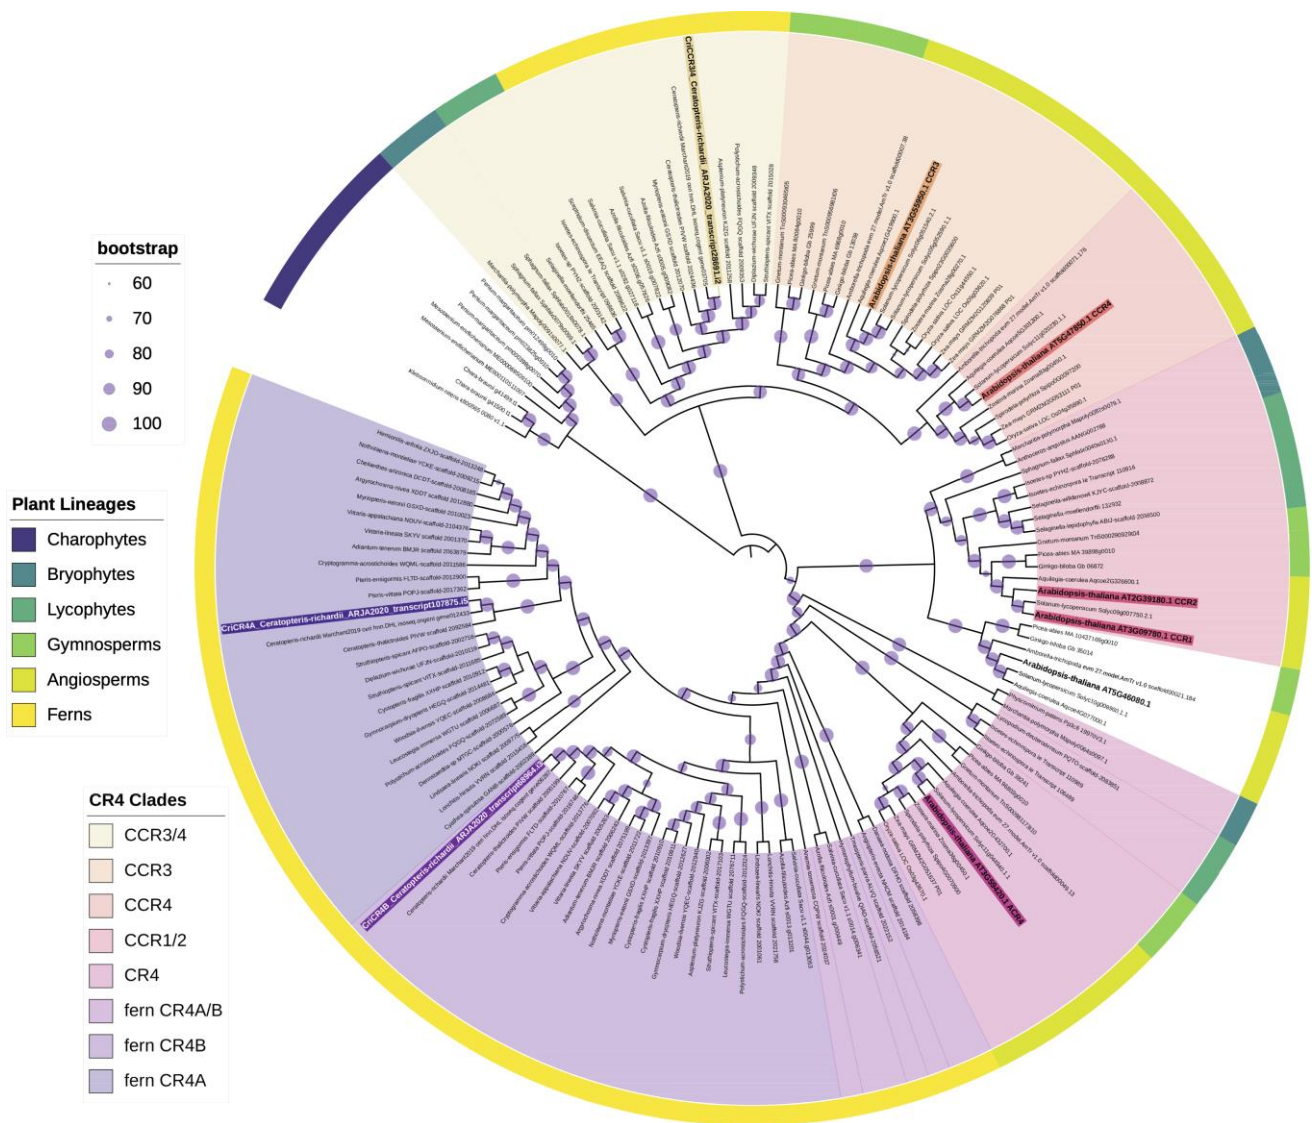

**Supplementary Figure 13. Phylogenetic reconstruction for ACR4 in the Streptophyte lineage.** Only bootstrap values greater than 60 are shown in the branches. Best-fit model of amino acid substitution: JTT+I+G. Branch lengths were not considered to improve visualization.

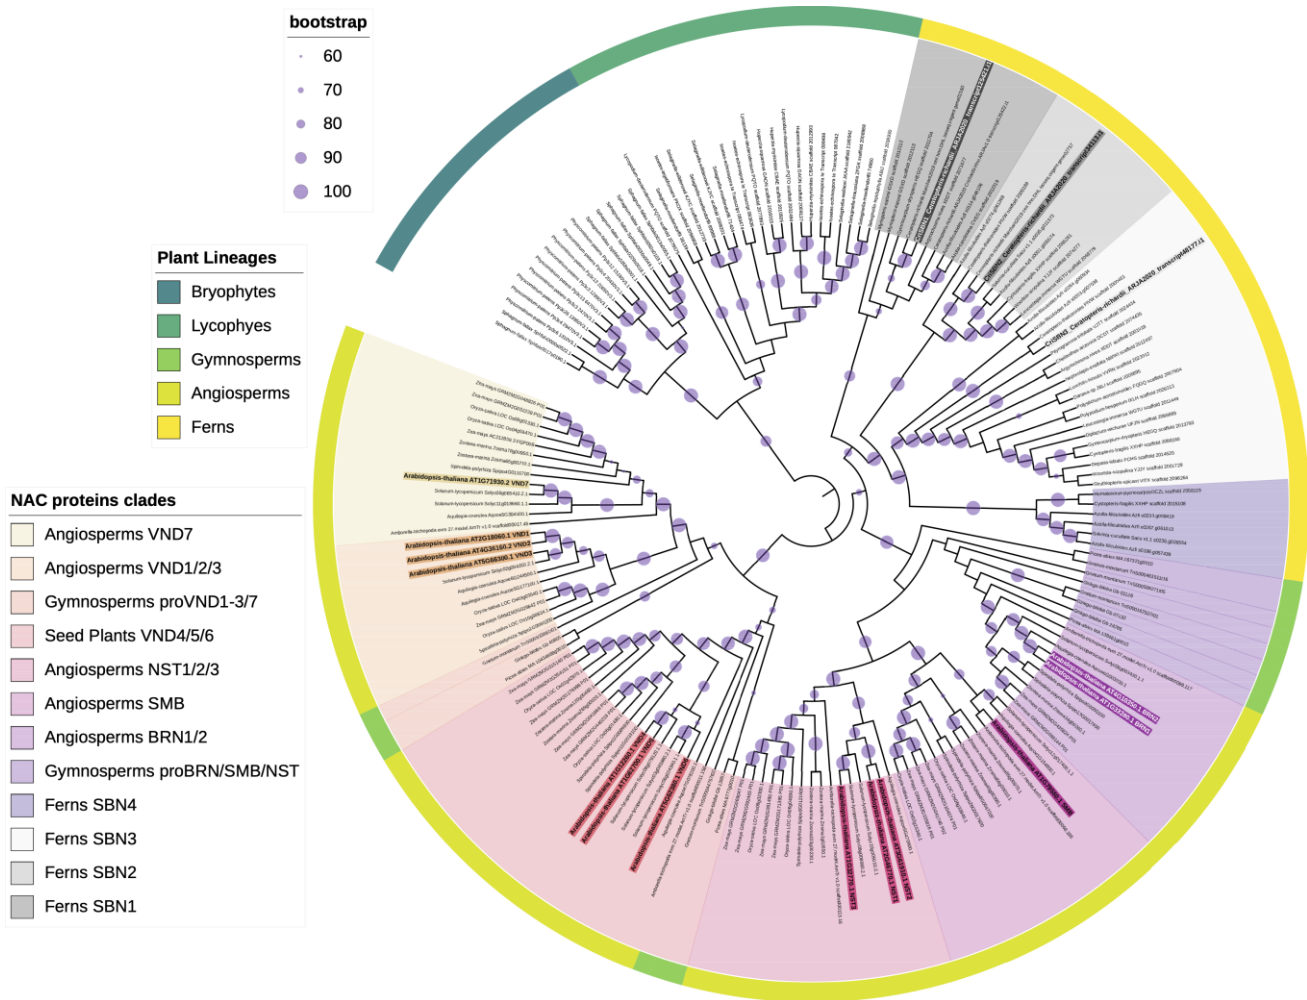

**Supplementary Figure 14. Phylogenetic reconstruction for SMB in the Streptophyte lineage.** Only bootstrap values greater than 60 are shown in the branches. Best-fit model of amino acid substitution: JTT+I+G. Branch lengths were not considered to improve visualization.

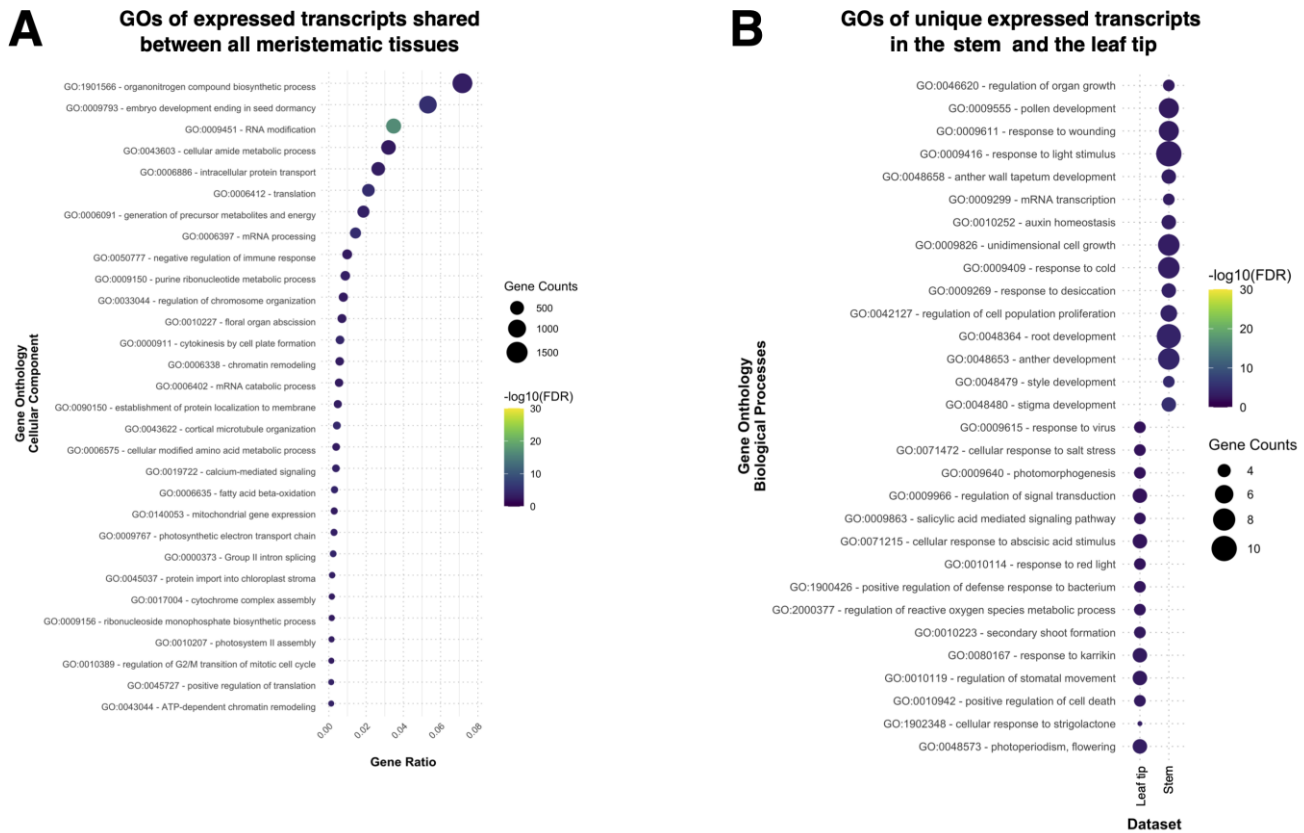

**Supplementary Figure 16. Analysis from the meristematic tissues of *Ceratopteris* sporophytes.** (A) Gene ontology analysis exhibiting the biological processes found shared in all meristematic tissues. (B) Gene ontology analysis showing the biological processes found to be enriched in other meristematic tissues. These categories were obtained from specifically expressed transcripts in the stem (including the SAM) or the leaf tips.

How the deposited data were processed for this re-analysis (not part of the article)

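RNA was sequenced from 3 segments of the young Ceratopteris sporophyte at 45 days after fertilization, the SH, DR and RT, with 3 libraries each. The authors trimmed the reads with Trimmomatic, assembled the transcriptome of all libraries with Trinity, clustered it with CD-HIT and Compacta, quantified each library with kallisto, imported the result with tximport, removed transcripts with low counts with edgeR's filterByExpr and tested differences with limma voom. The table that the authors deposited holds estimated counts per transcript for the 9 libraries, not divided by library size or transcript length, although it is named for TPM. Between 17.1% and 19.1% of the values of a library are not whole numbers. Of the 28952 transcripts, filterByExpr run on these counts with the segments as groups would keep 28675.

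The estimated counts were rounded to whole numbers. Total counts ranged from 20065742 to 27376654 per library, and transcripts at a few counts have wide relative error at this depth. Scaling factors were computed with the TMM method and CPM with those factors. The tests were planned on log2 values for TPM, with edgeR's quasi-likelihood test for counts, and the latter was used because the values are counts. The model had 1 coefficient per segment over all 9 libraries, the default prior count of 0.125, and contrasts of each segment with the mean of the other 2. P-values were adjusted by the Benjamini-Hochberg method over all 28952 transcripts. Counts of transcripts used a log2 fold change of at least 2 and an adjusted p of at most 0.05, and named transcripts an adjusted p of at most 0.05. Standard errors are the fold change divided by the square root of the F statistic. The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Limits planned on TPM were applied to CPM: detection at 1 CPM in at least 2 of 3 libraries, and distances on log2(CPM + 0.5). Planned pseudocounts of 0.1 and 1 were applied as edgeR prior counts, and the planned test of a fold change above a limit was run with edgeR's glmTreat in place of limma's treat.

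The fit was tested on simulated data drawn from the means, dispersions and library sizes of the real libraries, with 200 of 28952 transcripts, drawn among those with a mean of at least 1 CPM, raised or lowered by 4 on the log2 scale in the RT. edgeR recovered 98.5% of them past both thresholds in the RT contrast and called 5 unchanged transcripts. Replicates of a segment were compared for duplicated libraries, and every pair differed by far more than the sampling noise (a mean chi-square per transcript of at least 20.2, where about 1 is expected from counting alone).

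The contrasts, the thresholds, the alternatives except those named as added, and the rule for the transcripts named were set before the data were examined. The rule named those numbered in the text, in Fig. 4A, 5C or 6C or in bold in Supplementary Figures 5-8 and 10-14, and the 2 unnamed transcripts with the largest increase and the 2 with the largest decrease in the RT among those past both thresholds whose 3 RT libraries all lay above, or all below, the 6 others. Fig. 6C was available at low resolution, and 6 of its ARF10/16, PIN and CUC labels were read by matching each label's image with transcript numbers that exist in the table, without regard to expression values, while 6 stayed open and are not named. The margin by which a reading had to match best was chosen after the matching scores were seen. Of 6 labels known from the trees, 1 (transcript28691) matched no better than a wrong number, so these 6 readings are less certain than the labels repeated in the text or the trees. One CYCD transcript in bold in Supplementary Figure 8 is not analysed here. The table does not pair transcript numbers with gene names, and 0 of its transcript numbers matched the reference gene table used here, so no coordinates are given.

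Alternatives tried were other prior counts, pseudocounts and low-value filters, other scaling, limma with and without trend or library weights, limma voom, DESeq2, the replicate number as a block, other thresholds, pairwise contrasts, other definitions of detection and of distance, and each library left out in turn. The estimate of the weights per library stopped before it converged, so the values with weights are less certain. Of the alternatives, limma voom, limma with a trend on log2(CPM + 0.5) and library-size scaling alone were added after the data were seen. GO enrichment, transcription factor families, phylogenies and the comparison with the other published dataset are not analysed here.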

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

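Tests with limma voom, with limma and a trend on log2(CPM + 0.5) and with library-size scaling alone were chosen after the data were seen.

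The counts of transcripts past both thresholds stayed within 1.5 times under prior counts of 0.1 and 1, the filter on mean CPM, an adjusted p of at most 0.01, limma voom, DESeq2 and each library left out. With single libraries left out they were 1952 to 2202 higher and 2240 to 2965 lower in the RT, 2883 to 3482 and 1927 to 2381 in the DR, and 2766 to 3019 and 2375 to 2773 in the SH. Against each of the other 2 segments separately they were 927 higher and 1113 lower in the RT, 1805 and 840 in the DR, and 1819 and 1471 in the SH. A log2 threshold of 1 gave 5516 and 5409 in the RT, 5579 and 5642 in the DR, and 5847 and 4803 in the SH, and no threshold gave 8759 and 7980, 8079 and 9106, and 8300 and 7986. These follow from the change of threshold. A tested log2 fold change above 1 gave 3329 higher and 3323 lower in the RT, 3842 and 3050 in the DR, and 4106 and 2966 in the SH.

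Limma without a trend on log2(CPM + 0.5) gave 1149 higher and 1575 lower in the RT, 1890 and 1154 in the DR and 2040 and 1310 in the SH, and the fit with a trend gave the same numbers. Weights per library, whose estimate stopped before it converged, gave 1157 higher and 1693 lower in the RT, 2095 and 1264 in the DR, and 1975 and 1264 in the SH. Quantile normalization with limma, also on log2(CPM + 0.5), gave 1243 and 1499 in the RT, 1915 and 1142 in the DR and 1823 and 1344 in the SH. With limma voom the RT counts were 1970 higher and 2642 lower. The drop therefore went with the fits on log2(CPM + 0.5), and these values argue against limma as such as its cause. The pseudocount alone was not varied in these fits.

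Library-size scaling without TMM kept each count within 1.5 times and moved the median log2 fold change of all transcripts in the SH from -0.05 to -0.47, in the RT from 0.05 to 0.28 and in the DR from -0.12 to 0.08. The share of higher calls moved from 51.6% to 37.3% in the SH and from 45.1% to 55.4% in the RT.

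Transcripts lower in the DR than in both other segments numbered 840, and 393 under limma without a trend, 394 with a trend, 442 with weights per library and 386 with quantile normalization. The cause was not tested. Leaving out each library gave 738 to 1064.

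The replicate numbers are shared by the segments. Across transcripts, the deviations of same-numbered libraries from their segment means had correlations from -0.38 (DR and RT replicate 1) to 0.11 (SH and DR replicate 3). DR and RT libraries of the same number all correlated negatively (-0.38, -0.08 and -0.19). Those of different numbers ranged from -0.24 (DR replicate 3 and RT replicate 2) to 0.35 (DR replicate 3 and RT replicate 1). Whether the numbers pair the libraries stays open. With the replicate block the RT counts were 2001 higher and 2443 lower, the DR counts 3153 and 2000 and the SH counts 2871 and 2551, 834 transcripts were lower in the DR than in both, and among the named values only transcript125421, near 0 in both fits, changed sign (0.0026).

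The numbers of transcripts found per segment depended on the definition. At any count above 0 they were 5 in the RT only, 81 in the DR only, 118 in the SH only, 92 in RT and SH, 432 in RT and DR and 246 in DR and SH. Counted where not significantly lower than in the other segments, they were 7566 in all 3, 6347 in RT and SH, 5816 in RT and DR and 5537 in DR and SH. Leaving out DR replicate 2 or 3 gave 860 or 861 in the DR only, and the range over all libraries was 860 to 1508. The segment that lost a library had to reach 1 CPM in both libraries left, so these counts also reflect a stricter rule. The p for the grouping by segment is the smallest the design allows in each setting and cannot show how stable it is. The excess of between-group over within-group distance for the segments was 1.65 to 1.91 times that of the next division under the other definitions of distance, and 1.35 to 1.53 times with single libraries left out. The closeness of the root segments, 6.64%, was 13.5% over the 500 largest differences, 7.89% with 1 minus Spearman's correlation, 7.74% and 6.43% with pseudocounts of 0.1 and 1 and 6.91% with the filter on mean CPM. It changed sign with unit variance (-2.46%), and the cause was not tested.

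Among 945 alternative values of 43 named fold changes, 892 had the same direction and side of the threshold, 21 lost the threshold, 21 gained it and 11 changed sign. The values of 6 of these fold changes (the 4 transcripts with the largest changes in the RT, RBR1 in the DR and transcript37933 in the SH) were added after the results were seen, and without them 766 of 813 values of 37 fold changes had the same direction and side, 21 lost the threshold, 15 gained it and 11 changed sign. The sign changes were transcript86378 in the RT against the SH (2.09), RBR1 against the SH (-0.20), transcript75969 in the RT against the DR (-0.62), and transcript125421, whose value of -0.01 was 0.18 with library-size scaling, 0.008 with quantile normalization, 0.41 against the SH and between -0.35 and 0.19 with single libraries left out. In each of these transcripts the RT level lay between those of the DR and the SH, so the sign against 1 segment follows from the comparison. For the other changes of transcript125421 the cause was not tested. For transcripts at a few counts, such as transcript42446 and transcript99514 in the SH, depth limits the fold change that can be given.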

Differences from the paper's values

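Tests with limma voom, with limma and a trend on log2(CPM + 0.5) and with library-size scaling alone were chosen after the values were seen. Among the 43 named fold changes they lost 0 calls. Outside these, library-size scaling alone did lose calls. CYCD transcripts lower in the DR than in both other segments fell from 4 to 2. WOX13 clade transcripts lower in the DR than in the mean of the others fell from 1 to 0.

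The paper calls the transcripts of 1 segment in Fig. 1D preferentially expressed or specific, and for the sets used in its GO analysis its methods state a log2 fold change of at least 2 with an FDR-adjusted p of at most 0.05, and its results a comparison with the other 2 segments. Its counts are set here against both detection and differential expression. In Fig. 1D they stand beside the 19533 transcripts shared by all 3 segments, so they read as sets of detected transcripts. Differential expression is another measure, and a difference from it is no failure to reproduce them.

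The paper's text gives 1071 transcripts for the RT, 965 for the DR and 793 for the SH. At a log2 fold change of at least 2 and an adjusted p of at most 0.05 against the mean of the other 2 segments, 2045 were higher in the RT, 3135 in the DR and 2846 in the SH. Among the alternatives set before the data were examined, the RT count comes within 1.5 times of the paper's with the filter on mean CPM (1570), with quantile normalization and limma (1243), with limma without a trend (1149) or with a weight per library (1157), and against each of the other 2 segments (927). It does so too with limma and a trend on log2(CPM + 0.5) (1149), chosen after seeing the values, and does not with limma voom (1970) or library-size scaling alone (2535), also chosen after seeing them. It does not with other prior counts, the replicate block, DESeq2, other fold change or adjusted p thresholds, a tested log2 fold change above 1, or without any single library. For the DR and the SH, none of the alternatives, planned or added, comes within 1.5 times of the paper's value, and the nearest were 1805 and 1819, against each of the other 2 segments. All these counts measure differential expression, so such differences do not bear on sets of unique and shared transcripts.

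The paper's text gives 793 transcripts for the SH alone, and 1307 were found in the SH only at 1 CPM in at least 2 of 3 libraries. Among the alternatives set before the data were examined, the value comes within 1.5 times of the paper's at 2 CPM (1138) and without SH replicate 1, 2 or 3 (1097, 1018 and 1070), and not at 0.5 CPM, at any count above 0, with 1 CPM in all 3 libraries, when a transcript counted where it was not significantly lower than in the other segments, or without any single DR or RT library. Without an SH replicate the SH had to reach 1 CPM in both libraries left, which is stricter.

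The paper's text gives 1978 transcripts for RT and SH but not DR, and 874 were found at 1 CPM in at least 2 of 3 libraries. None of the alternatives set before the data were examined comes within 1.5 times of the paper's value. Leaving out DR replicate 2 gave 1230, and counting a transcript where it was not significantly lower than in the other segments gave 6347. By detection, the paper's counts for all 3 segments (19533), the RT alone (1071) and the DR alone (965) are within 1.5 times of those found here (18928, 842 and 1342). For all 3 segments this limit is weak. The table holds 28952 transcripts, fewer than 1.5 times 19533, so no count could lie too high, and 27978 at any count above 0 also passes. Among the alternatives set before the data were examined, the count for all 3 differs when a transcript counted where it was not significantly lower (7566). The count for the RT alone differs without RT replicate 1, 2 or 3 (572, 684 and 582) and at any count above 0 (5). The count for the DR alone differs without SH replicate 1 or 3 (1450 and 1466), without RT replicate 1, 2 or 3 (1508, 1450 and 1464) and at any count above 0 (81). In the counts with a library left out, the segment that lost it had to reach 1 CPM in both libraries left, so they do not single out a replicate.

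The comparisons with the 2 sets whose counts stand only in Fig. 1D were added after the counts here had been seen. Fig. 1D shows about 2000 transcripts for RT and DR, read by eye, and 911 were found at 1 CPM in at least 2 of 3 libraries. None of the alternatives set before the data were examined comes within 1.5 times of it, from 432 at any count above 0 to 5816 counted where not significantly lower. Fig. 1D shows about 1700 for DR and SH, read by eye, and 1002 were found. The value comes within 1.5 times of it without RT replicate 1, 2 or 3 (1347, 1238 and 1231), and not under the other definitions of detection or without any single SH or DR library. Without an RT replicate the RT had to reach 1 CPM in both libraries left, which is stricter.

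The paper states that the SCR and SHR transcripts were upregulated in the RT. SHR was (log2 fold change 1.55, adjusted p = 0.00141), and SCR (transcript23688) was not past 0.05 in the RT (0.39, adjusted p = 0.0749). It passed 0.05 with library-size scaling alone (0.63, adjusted p = 0.0186), a setting added after seeing the values, with quantile normalization (0.48, adjusted p = 0.0397), without DR replicate 2 (0.47, adjusted p = 0.0464) and against the SH alone (0.65, adjusted p = 0.0179). It did not pass with DESeq2 (0.31, adjusted p = 0.167) or with a weight per library (0.10, adjusted p = 0.591, from weights that had not converged). With single libraries left out it fell as low as 0.25, with adjusted p up to 0.275. Over all settings, comparisons with single segments included, its adjusted p ranged from 0.0179 to 0.616.

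The paper states that all the ACR4-related transcripts were higher in the RT. Of the 3, 2 were, and transcript28691 was not past 0.05 (0.76, adjusted p = 0.0734). It passed with limma voom, the tool the paper's methods name (0.87, adjusted p = 0.048), and with library-size scaling alone (0.99, adjusted p = 0.0297), both added after seeing the values, with quantile normalization (0.89, adjusted p = 0.0433), with a weight per library (0.62, adjusted p = 0.034, from weights that had not converged), without DR replicate 1 (0.57, adjusted p = 0.022) or DR replicate 3 (1.03, adjusted p = 0.00792), and against the SH alone (1.03, adjusted p = 0.0483). Over all settings, comparisons with single segments included, the adjusted p of transcript28691 ranged from 0.00792 to 0.301.

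The paper states that the ARF10/16 transcripts differed from the SH in both root segments, and that 1 of them was expressed only in the root tip. Whether that one is transcript37933 or the label that could not be read stays open. transcript37933 was higher in the RT than in the DR (0.97, adjusted p = 0.0338 from edgeR's quasi-likelihood test), so its values below need not depart from the paper. Of the 2 of 3 that could be read in Fig. 6C, transcript75969 was higher than the SH in the RT (3.13, adjusted p = 1.02e-05) and in the DR (3.74, adjusted p = 5.01e-06). transcript37933 was higher in the RT (1.18, adjusted p = 0.0142) and did not differ in the DR (0.21, adjusted p = 0.618). Its SH level against the mean of both root segments (-0.70, adjusted p = 0.0763) passed 0.05 with DESeq2 (-0.74, adjusted p = 0.0439), with a weight per library (-0.59, adjusted p = 0.00853, from weights that had not converged), without DR replicate 3 (-0.79, adjusted p = 0.0482) or RT replicate 1 (-0.84, adjusted p = 0.0128), and with library-size scaling alone (-1.09, adjusted p = 0.00981), a setting chosen after seeing the values. Over all settings, comparisons with single segments included, the adjusted p for its SH level ranged from 0.00853 to 0.618.

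The text assigns transcript45206 to CriWOXA and transcript86378 to CriWOXB, and Supplementary Figure 6 labels them the other way round. Under either naming, transcript45206 was higher in the RT than in the mean of the other segments but not than in the SH alone (0.99, adjusted p = 0.153), and transcript86378 was higher in the DR than in the mean of the others.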

Other observations

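The tests on the CYCD list, of a small share of other tissue, of a swap of 2 libraries, and of the divisions that left a segment together were chosen only after the results were seen.

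To see whether chance can give as many transcripts past the thresholds, the model was refitted on 100 of the 280 divisions of the libraries into 3 groups of 3, the real one included. Only the real division, 1 of 100, gave as many in the RT contrast (4534), the DR contrast (5167) or the SH contrast (5516). The other divisions gave at most 4186, 4304 and 505. The high values came from divisions that left the RT libraries (5 divisions) or the DR libraries (3 divisions) together, and without those the largest were 720 and 348. No drawn division other than the real one kept the SH libraries together, so the 505 is not comparable with the other 2 values. The real division had the most in each contrast, which argues against a chance division. With 100 divisions the share cannot fall below 1 of 100, so the test cannot exclude chance more strongly than that.

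DR replicate 1 lay closer to the RT libraries than DR replicates 2 and 3 did (mean distance 228 against 250.5 and 266), and RT replicate 1 lay closer to the DR libraries than RT replicates 2 and 3 did (231 against 251 and 261). The deviations of these 2 libraries from their segment means had a correlation of -0.38 across transcripts, which are not independent replicates. A swap of these 2 libraries is argued against, since both lay nearest to their own segment (103 and 111.2). One hypothesis is that each library held some tissue of the other root segment. A single share of foreign tissue would move transcripts high in either segment by that share. For the replicate 1 libraries, transcripts were picked from replicates 2 and 3 only. They were at least 8-fold apart between the root segments and at 10 CPM or more in the higher one. In DR replicate 1, the 1065 transcripts high in the DR had moved by a median of 44.2% of the way to the RT level (quartiles 19.7% and 68.7%), but the 811 transcripts high in the RT by only 3.01% (quartiles 0.765% and 8.45%). In RT replicate 1, the 811 transcripts high in the RT had moved by a median of 32.6% towards the DR level (quartiles 12.8% and 47.8%), but the 1065 high in the DR by 3.02% (quartiles 0.620% and 9.08%). The medians for replicates 2 and 3 rest on other, smaller sets of transcripts and on references that include replicate 1. They are therefore no baseline on the same transcripts. In the DR libraries, transcripts high in the DR gave medians of -1.86% (799 transcripts) and -14.3% (745). In the RT libraries, transcripts high in the RT gave medians of -1.78% (612) and -18.5% (514). For transcripts high in the other segment the medians were -0.02% and -2.18% in DR replicates 2 and 3 and -1.23% and -0.53% in RT replicates 2 and 3. The 2 sides differ by over 10 times in both replicate 1 libraries, which argues against 1 share of the other segment's tissue as the whole cause. A small share, as the 3.01% and 3.02% would need, stays open, since roots divided elsewhere would raise the same transcripts. Where the roots were divided, the age of the roots and the scaling of RT replicate 1, which had the largest TMM factor (1.25), stay open and were not tested. Without RT replicate 1 or DR replicate 1 the root segments were 3.92% or 4.00% closer to each other than to the SH.

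Of the 9 CYCD transcripts, 4 (2 with library-size scaling alone, 5 without any 1 of the SH libraries, DR replicate 1 or DR replicate 2) were among the 840 transcripts lower in the DR than in both other segments. Among 10000 random lists of 9 transcripts matched on mean CPM, which held 0.283 such transcripts on average, 0 held as many, and the share is given as 0.01%, the smallest these lists can give. The paper filtered the plotted transcripts at an adjusted p of 0.05 on these libraries and the random lists carry no such filter, so the comparison cannot tell a property of the family from the selection of the list. Reads shared between close copies, which would make the 9 values less independent, stay open, as does a biological difference between the segments, and neither was tested.

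In the SH, the single most abundant transcript took 4.31%, 3.93% and 5.21% of the counts in replicates 1 to 3, against at most 1.07% in the RT libraries and 0.858% in the DR libraries. No explanation was tested.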
